# Developmental regulation of canonical and small ORF translation from mRNAs

**DOI:** 10.1186/s13059-020-02011-5

**Published:** 2020-05-29

**Authors:** Pedro Patraquim, Muhammad Ali Shahzad Mumtaz, José Ignacio Pueyo, Julie Louise Aspden, Juan-Pablo Couso

**Keywords:** Ribosomal profiling, Poly-Ribo-Seq, Ribosomal binding, Non-canonical translation, Regulation of translation, smORFs, sORFs, uORFs, Maternal to zygotic transition

## Abstract

**Background:**

Ribosomal profiling has revealed the translation of thousands of sequences outside annotated protein-coding genes, including small open reading frames of less than 100 codons, and the translational regulation of many genes. Here we present an improved version of Poly-Ribo-Seq and apply it to *Drosophila melanogaster* embryos to extend the catalog of in vivo translated small ORFs, and to reveal the translational regulation of both small and canonical ORFs from mRNAs across embryogenesis.

**Results:**

We obtain highly correlated samples across five embryonic stages, with nearly 500 million putative ribosomal footprints mapped to mRNAs, and compare them to existing Ribo-Seq and proteomic data. Our analysis reveals, for the first time in *Drosophila*, footprints mapping to codons in a phased pattern, the hallmark of productive translation. We propose a simple binomial probability metric to ascertain translation probability. Our results also reveal reproducible ribosomal binding apparently not resulting in productive translation. This non-productive ribosomal binding seems to be especially prevalent amongst upstream short ORFs located in the 5′ mRNA leaders, and amongst canonical ORFs during the activation of the zygotic translatome at the maternal-to zygotic transition.

**Conclusions:**

We suggest that this non-productive ribosomal binding might be due to cis-regulatory ribosomal binding and to defective ribosomal scanning of ORFs outside periods of productive translation. Our results are compatible with the main function of upstream short ORFs being to buffer the translation of canonical canonical ORFs; and show that, in general, small ORFs in mRNAs display markers compatible with an evolutionary transitory state towards full coding function.

**Electronic supplementary material:**

**Supplementary information** accompanies this paper at 10.1186/s13059-020-02011-5.

## Background

Ribosomal profiling, the genome-wide sequencing of ribosome-protected RNA fragments (Ribo-Seq), has been increasing our understanding of a crucial event in all living genomes: protein translation [1, 2]. Ribo-Seq results show that there exists a noticeable level of non-canonical translation in eukaryotes. This can arise from non-AUG codons, from polycistronic transcripts, and from unannotated small open reading frames of less than 100 codons (smORFs or sORFs) [3–5].

At the same time, the comparison of RNA-Seq and Ribo-Seq for the same biological samples allows the transcriptome-wide study of an important but often forgotten regulatory process in genome function: the regulation of translation. Typically, expression of an mRNA transcript is equated with the automatic translation of any encoded canonical ORF (of more than 100 codons). However, translation is not automatic, but is regulated, often with great relevance for organismal function, both under normal and altered conditions [6–10]. Translation regulation is also a key aspect of development in all animals [11] and has been studied extensively in *Drosophila* [12–14]. *Drosophila* embryogenesis is a highly coordinated and complex process that is completed in a time span of just 24 h [15]. During the first 2 h after egg laying (AEL), there is absence of transcription from the zygotic genome and the key developmental processes, such as establishment of the primary antero-posterior and dorso-ventral axes, are controlled purely through the translational regulation of maternal mRNA previously laid down in the egg [16, 17]. After this initial period, the embryo undergoes a “maternal to zygotic transition,” whereby the transcription and translation of the zygotic genome takes over the maternal products, a process also found in nematodes, echinoderms, and vertebrates [13, 18–20]. Nonetheless, the impact of translational regulation at the genome-wide scale on the whole of *Drosophila* embryogenesis has not yet been revealed.

Ribo-Seq results regarding non-canonical and regulated translation have been the subject of debate. While it has become accepted that both processes may occur more extensively than previously thought, there is no consensus on the actual fraction of smORFs and non-canonical ORFs whose translation is shown by Ribo-Seq [21–25]. The Ribo-Seq debate centers on the asymmetry between these numbers and other translational evidence, and on the interpretation of the Ribo-Seq results themselves. The most widely used counterpart of Ribo-Seq is proteomics, but the numbers of proteins and peptides detected by proteomics consistently fall short of those detected by Ribo-Seq, especially regarding non-canonical translation. For example, the most thorough proteomics study to date covering the whole *Drosophila melanogaster* life-cycle has detected less than 40% of all unique canonical proteins [26]. This number is further reduced to 30% of annotated smORF polypeptides, while we have previously reported that 80% of canonical and small ORFs show clear Ribo-Seq evidence of translation in a single embryonic cell line [23]. However, Ribo-Seq detects ribosomal binding, not actual peptide production. There is not a universally agreed Ribo-Seq metric unequivocally identifying productive, biologically relevant translation, as opposed to other processes such as low-level background translation, ribosomal scanning and nonsense-mediated-decay surveillance, or stochastic ribosomal binding. Bioinformatically, it is accepted that ribosomal binding above a certain level, and especially, binding showing tri-nucleotide periodicity in phase with codon triplets (phasing or framing), indicates translation of an ORF [1, 2]. A biochemical approach is to introduce modifications to the ribosomal-RNA purification, to ensure that only ribosomes engaged in productive translation are selected. For example, Ribo-Seq of polysomes (RNAs bound by several ribosomes), given that the sequential translation of polyadenylated, capped and circularized mRNAs by several ribosomes is a supramolecular feature of productive translation, excludes single ribosomes (which could be involved in low-level translation but also in other activities) [23, 27]. We have called this latter approach Poly-Ribo-Seq [23].

Here we present an in vivo Poly-Ribo-Seq study covering a time-course of *Drosophila melanogaster* embryogenesis. We have both improved our experimental Poly-Ribo-Seq and the subsequent data analysis pipeline, to obtain unprecedented levels of Ribo-Seq efficiency (reads mapped to ORFs) and quality, including codon framing as the hallmark of productive, biologically meaningful translation. Thus, we can ascertain translation and its regulation in vivo and across development for both canonical and non-canonical ORFs. We detect the translation of thousands of non-annotated ORFs and identify hundreds of mRNAs whose translation is highly regulated during embryogenesis. However, our results also reveal reproducible ribosomal binding not resulting in productive translation. This non-productive ribosomal binding seems to be especially prevalent amongst upstream short ORFs located in the 5′ mRNA leaders, and amongst canonical ORFs during the activation of the zygotic translatome at the maternal to zygotic transition. We suggest that this type of ribosomal binding might be due to either cis-regulatory ribosomal activity, or to defective ribosomal scanning of ORFs outside periods of productive translation.

## Results

### The method and overall data

Since Poly-Ribo-Seq requires even larger amounts of starting material than Ribo-Seq due to polysome fractionation, the *Drosophila S2* cell line was an excellent tool for the development of the technique. However, the S2 cell line is derived from just one type of tissue (macrophage-like) from late stage *Drosophila melanogaster* embryos [28] and may not be the ideal system to obtain a comprehensive picture of *Drosophila* translation. Only 60% of both canonical genes and uORFs, and only about a third of annotated smORFs (hereafter referred as short CDSs, or sCDSs [29]) appear transcribed in this cell line [23]. Therefore, we applied Poly-Ribo-Seq to *D. melanogaster* embryos in order to extend the catalog of in vivo translated smORFs and study translation across three distinct developmental time windows of *Drosophila* embryogenesis (Fig. 1a). The original protocol from Aspden et al. [23] was adapted and improved in terms of biochemical rRNA depletion and bioinformatics mapping of ribosomal footprints (FPs) to ORFs (see “Materials and methods”), and we obtained higher yield (percentage of non-rRNA reads, Table S1), purity (percentage of ORF-mapping reads, Fig. 1b), and reproducibility (Fig. 1c and Table S2). This way, we detected rare but reproducible translation events in non-annotated genes and obtained a comprehensive picture of translation across development.

**Fig. 1:**
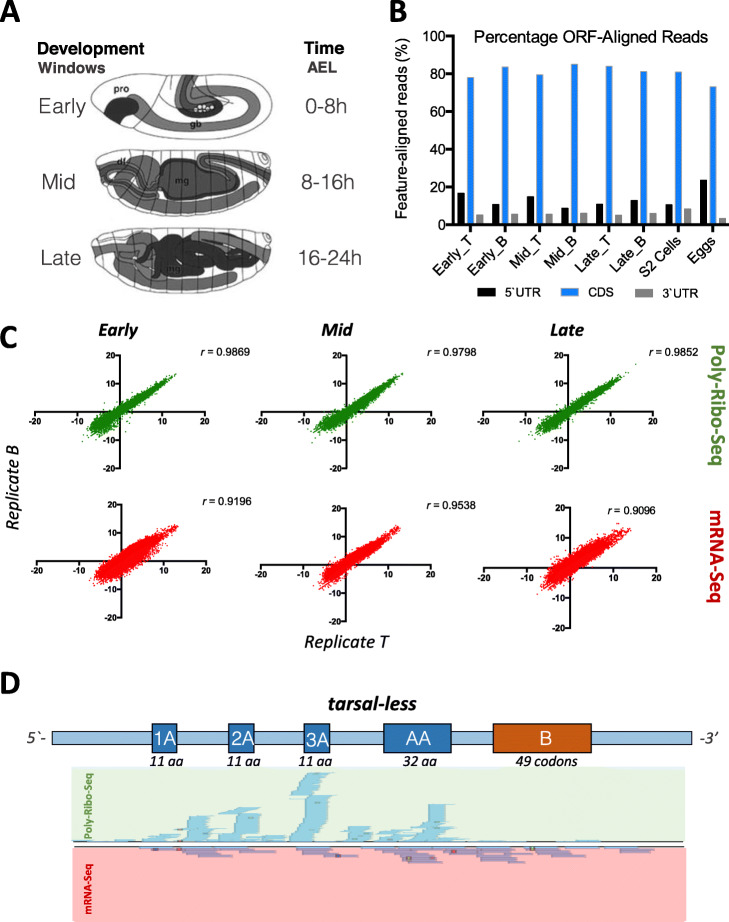
Experimental design and quality-control of Poly-Ribo-Seq data. **a***Drosophila melanogaster* embryos were collected in three contiguous 8-h time-windows spanning the whole of embryogenesis. Two biological replicates (T and B) were collected for each window, for both Poly-Ribo-Seq and RNA-Seq. pro: procephalon; gb: germ band; df: dorsal fold; mg: presumptive midgut (modified from ref. [15]). **b** Percentage of 5′UTR, 3′UTR, and CDS-aligned reads for Poly-Ribo-Seq, across the annotated transcriptome of *Drosophila melanogaster*. **c** Reproducibility of RPKM values for canonical ORFs by Spearman correlation (*r*) across replicates T (*x*-axis) and B (*y*-axis), per stage, for both Poly-Ribo-Seq (top panels) and RNA-Seq (bottom panels). **d** Density of genome-aligned reads for all experiments, both Poly-Ribo-Seq (FPs) and RNA-Seq across the polycistronic *tarsal-less* (*tal*) transcript. As expected, FPs map to ORFs 1A, 2A, 3A, and AA (previously shown to be translated), see ref. [30] and Table S3A for details

In our experimental design, we divided *Drosophila* embryogenesis into three temporal 8-h windows: early (0–8 h after egg laying, or 0–8 h AEL), mid (8–16 h AEL), and late embryogenesis (16–24 h AEL) (Fig. 1a). The key developmental processes occurring during these periods of embryogenesis are described elsewhere [15]. Briefly, early embryogenesis (0–8 h AEL) is characterized by the maternal to zygotic transition, followed by gastrulation, germ band formation, and ectodermal and mesodermal determination and pattern formation, including the determination of the CNS. The 8–16 h AEL of development (mid-embryogenesis) cover the process of tissue formation and organogenesis (such as presumptive gonad and gut assembly) including multi-organ processes such as formation of segments and the feeding cavity. The differentiation of neurons and muscles also occurs during this time. Late embryogenesis (16–24 h AEL) is characterized by final differentiation and the start of physiological processes such as epidermal and cuticle differentiation [31] (with opening of tracheae to respiration) and digestive system differentiation (with yolk digestion and uric acid production) [32, 33], plus the connection and fine-tuning of neural, sensory, and muscle structures, eventually resulting in coordinated embryo movements and larval hatching [34, 35].

We collected two biological replicas (called T and B) from each embryonic stage, extracting simultaneously total RNA and ribosomal footprints. 

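Embryos of the Oregon-R strain were collected at 0 to 8, 8 to 16 and 16 to 24 h AEL, and each of the 3 windows was sampled as replicates T and B, giving 6 footprint libraries and 6 RNA libraries. For footprints, polysomes were purified away from single ribosomes and ribosomal subunits, and the mRNA fragments protected from RNase I were sequenced. For RNA, mRNA isolated from the same lysates was fragmented and sequenced. The authors removed reads matching rRNA, tRNA, snoRNA and snRNA, mapped the rest to the FlyBase genome with HISAT2 and kept reads that map to several places. They deposited the RPKM of ORFs in each library, in which the reads over the ORF are divided by its length in kb and by the genome-aligned reads of the library in M (megareads). RPKM values of T and B are therefore separate replicates, with n = 2 per stage. The authors also deposited the number of 32-nt footprints on an ORF at each stage and the number of these in the frame of the ORF, which are not listed for 1315 canonical ORFs, 96 short CDSs and 3314 uORFs. T and B were pooled in these read numbers, so framing has no replicates. Transcribed, ribosome-bound and translated ORFs were recomputed from the RPKM values and the framed reads with the thresholds of Fig. 2a. TE was computed in each replicate as RPKM FP divided by RPKM RNA.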

Sequencing and analysis of these samples was used to determine transcription and translation levels, which in turn were used to reveal the extent and quality of translational regulation during *Drosophila* embryogenesis at a genomic scale. 

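The tables analysed here list 21118 canonical ORFs of 13105 genes, 862 short CDSs of 822 genes and 16425 uORFs of 5508 genes, together 38405 ORFs. Canonical ORFs were between 306 and 68850 nt long, with a median of 1479 nt. The short CDSs ranged from 36 to 303 nt, with a median of 234 nt. The uORFs ranged from 30 to 3792 nt, with a median of 60 nt. An ORF shared by several transcripts has 1 entry, which was the case for 5319 canonical ORFs, 279 short CDSs and 6485 uORFs. RPKM values were not listed for 40 canonical ORFs, 3 short CDSs and 1 uORF, and these ORFs could not be called transcribed.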

We studied several classes of ORFs as defined in Couso and Patraquim [29], altogether numbering 40,852 ORFs (see “Materials and methods”): 21,118 canonical ORFs of more than 100 codons in polyadenylated mRNAs; 862 ORFs from annotated coding sequences of 100 codons or less in an otherwise canonical mRNA (short CDSs); and 18,872 upstream ORFs (uORFs) in the 5′ leaders of canonical mRNAs. We studied only AUG-START ORFs and also discarded fully overlapping uORFs, in order to ensure the accuracy of our translation assessments. Similarly, the translation of ORFs in putative long-non-coding RNAs (lncORFs) will be described in a forthcoming study due to its special characteristics.

As the Ribo-Seq protocol typically results in a composite library with a majority of ribosomal rRNA reads, and a minority of ribosomal footprints (FPs), we sequenced an exhaustive amount, totalling 1.2 billion Ribo-Seq reads, yielding some 345 million ribosomal footprints (FPs) mapped to the genome (Table S1) with ~ 80% FPs aligned to annotated CDS, ~ 16% to 5′ leaders and 6% to 3′UTRs (Figs. 1b and 2a), providing a 300× coverage of our 40,852-strong ORF-ome. 

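The deposited RPKM values are whole multiples of the value of 1 read, so the number of genome-aligned reads behind each library could be recovered from the RPKM steps and the ORF lengths. With these library sizes, 100% of the RPKM values above 0 corresponded to whole reads in each of the 12 libraries. The 6 footprint libraries together held 345 M aligned reads. In early embryos replicate T held 30.9 M footprints and replicate B 100.03 M. In mid embryos T held 55.3 M and B 41.0 M, and in late embryos T held 61.5 M and B 56.0 M. The 6 RNA libraries together held 226 M aligned reads. The RNA libraries of replicate T were smaller at every stage, with 15.4, 13.5 and 19.9 M reads in early, mid and late embryos, against 74.0, 67.7 and 35.6 M in B. Isoforms share sequence and a read was counted on each ORF it overlaps, so the reads counted over canonical ORFs, between 45.8 and 145 M per footprint library, exceed the aligned reads.

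On a uORF of median length, 3 footprints correspond to an RPKM FP of 0.4999 in the deepest and 1.62 in the shallowest footprint library. For RNA, 3 reads on such a uORF correspond to an RPKM RNA of 0.676 in the deepest and 3.69 in the shallowest library. The RPKM threshold of 1 therefore lies below 3 reads for uORFs of median length in the shallowest libraries. On a canonical ORF of median length, 3 reads correspond to an RPKM of 0.0203 to 0.0656 for footprints and 0.0274 to 0.150 for RNA. Such floors, and the confidence intervals given for shares of reads or ORFs, cover counting error only.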

The data shows high reproducibility, with high Spearman correlation (*r* = 0.9) of RPKMs (number of sequenced reads per ORF length in kilobase, per million reads) for each ORF amongst the two replicas (Fig. 1c) for both RNA-Seq (RPKM^RNA^) and Ribo-Seq (RPKM^FP^) samples. 

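Across 21078 canonical ORFs, Spearman's rho between T and B was 0.987 in early, 0.980 in mid and 0.985 in late embryos for RPKM FP. For RPKM RNA it was 0.920 in early, 0.954 in mid and 0.910 in late embryos. These are 6 correlations across ORFs, and ORFs are not independent replicates. Restricting the ORFs to a mean RPKM above 1 moved rho the most, to between 0.961 and 0.976 for RPKM FP and between 0.772 and 0.899 for RPKM RNA.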

Only reads of 26 to 36 nucleotides (nt) were counted for RPKM^FP^, as this length distribution corresponded to 97% of the reads obtained in all cases and is within the size range previously described for ribosomal FPs [1] (Additional file 1: Fig. S1A). 

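The 4 ORFs of the polycistronic gene *tarsal-less* (*tal*) lie on chromosome 3R and comprise *tal-1A* (FBpp0289274), *tal-2A* (FBpp0289275) and *tal-3A* (FBpp0289276) of 36 nt each and *tal-AA* (FBpp0289273) of 99 nt. In mid embryos, RPKM FP was 84.1 ± 37.4 for *tal-1A*, 696 ± 135 for *tal-2A*, 1034 ± 744 for *tal-3A* and 233 ± 145 for *tal-AA* (SD, n = 2). The RPKM RNA of the same stage was 56.9 ± 28.2 for *tal-1A*, 91.1 ± 79.6 for *tal-2A*, 177 ± 165 for *tal-3A* and 95.8 ± 68.9 for *tal-AA* (SD, n = 2). Footprints of all 4 ORFs were lower in late than in mid embryos in both replicates, and the late mean RPKM FP was 2.78 for *tal-1A*, 30.5 for *tal-2A*, 35.0 for *tal-3A* and 10.9 for *tal-AA*. All 4 ORFs were called translated in early and mid embryos. Framing was carried by 11 of 12 32-nt footprints in *tal-1A* and 45 of 64 in *tal-2A* in early embryos (one-sided binomial p = 4.70e-05 and 1.67e-09). In late embryos *tal-3A* alone passed the framing test, with 18 of 24 framed 32-nt footprints (one-sided binomial p = 3.60e-05), while *tal-1A* had 3 such footprints, *tal-2A* 16 and *tal-AA* 14. Z-ratios of TE from early to mid were 3.26 for *tal-2A* and 2.93 for *tal-3A*, and from mid to late they were -3.98 and -4.36. The Z-ratios of *tal-1A*, 0.122 and -0.501, and of *tal-AA*, 0.205 and -1.05, stayed inside the limits of |1.5|. From early to mid, TE of *tal-3A* rose from 21.4 to 26.2 in T and decreased from 2.04 to 1.73 in B, so its direction differed between replicates, while TE of *tal-2A* rose from 12.1 to 17.2 in T and from 2.90 to 5.37 in B.

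**Figure D1:**
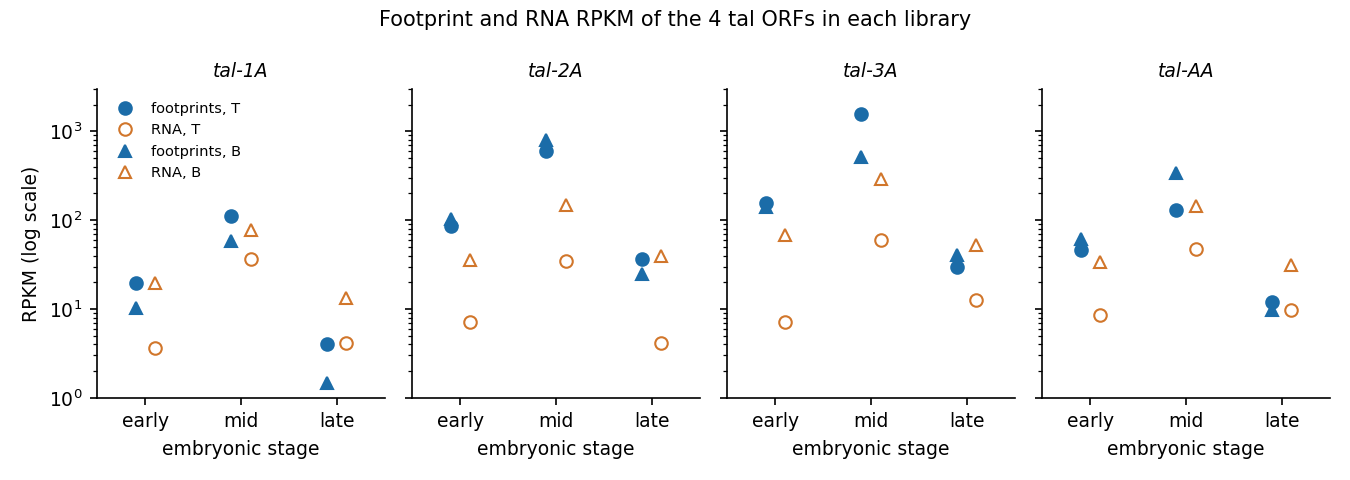
RPKM of the *tal* ORFs (log axis) by embryonic stage, with 1 point per library, footprints filled and RNA open, replicate T as circles and replicate B as triangles. In mid embryos the footprints of *tal-3A* are highest in T at 1560 and lower in B at 508, and the RNA of every ORF is lower in T than in B.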

At first glance, our data revealed translation of non-canonical genes, as for the polycistronic smORF gene *tarsal-less*, where the FPs mapped to the ORFs experimentally proven to be translated [30] (Fig. 1d and Table S3A).

**Fig. 2:**
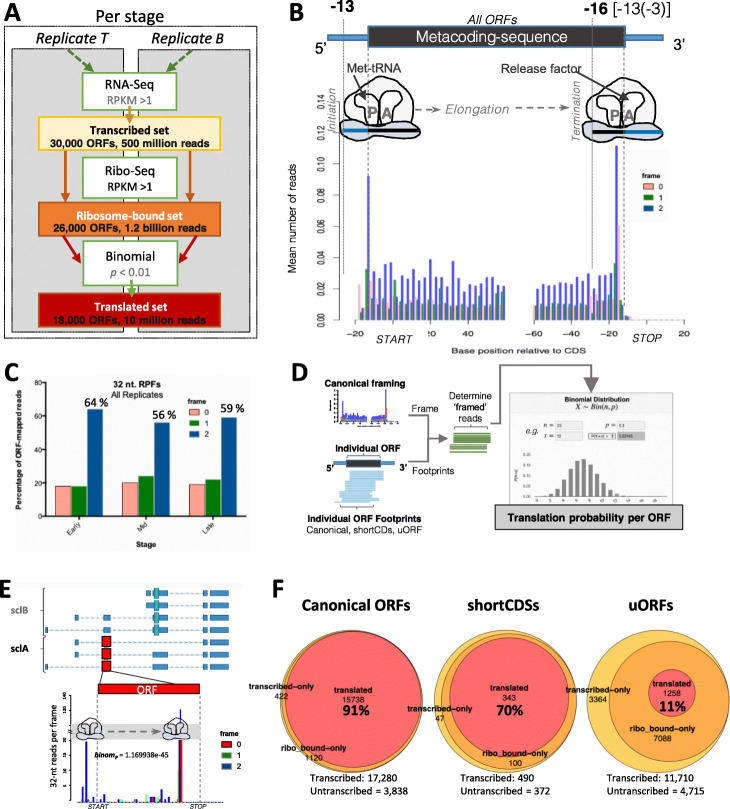
Detection of translation in annotated and non-annotated ORFs. **a** Pipeline used in this study. An ORF was considered translated, in each stage, if it showed transcription (RPKM > 1 in one of two RNA-Seq replicates), reproducible ribosomal binding (RPKM > 1 in both Poly-Ribo-Seq replicates) and a significant framing of FPs (*p* value < 0.01 in the binomial test for framed-reads). **b** Metagene plot for codon framing of 32-nt ribosome footprints across all ORFs analyzed in this study, showing three-nucleotide periodicity (framing) in the third position of each codon (frame 2, blue). Numbers on top denote the distances between the 5′-end of ribosomal footprints and START/STOP codons. **c** The observed framing for 32-nt ribosome footprints is consistent across embryonic stages (combined replicates per stage). **d** Logic of per-ORF analysis of framing probabilities for each ORF at a given stage using the binomial test. **e** Density of 32-nt genome-aligned Poly-Ribo-Seq reads for all experiments, per frame, and corresponding translation probability for the *scl-A* ORF, as measured by the binomial test (see Table S3B for details). **f** Numbers of developmentally transcribed, ribosome-bound, and translated canonical ORFs (annotated ORFs with length > 100 codons), short CDSs (annotated ORFs ≤ 100 codons), and uORFs

### Framing: an indicator of productive translation

For our bioinformatic analysis (see “Materials and methods” and Fig. 2a), we use RPKM^RNA^>1 to indicate transcription of an ORF (in either of our two replicas). To determine translation, we use two combined filters. First, a quantitative filter: a minimal amount of reproducible ribosomal binding must be detected to indicate signal above error and background; this “ribosomal bound” state was achieved by obtaining RPKM^FP^>1 in both T and B replicas in a given stage. Second, a qualitative filter, the nature of that binding: the ribosomal movement across an ORF during translation generates tri-nucleotide phasing of ribosomal protected footprints, or framing (Fig. 2b), in contrast with the reads derived from RNA-Seq, which accumulate evenly across all nucleotides in mRNA (Additional file 1: Fig. S1B).

Previous ribosomal profiling studies of *Drosophila* had not been able to observe strong framing on a genome-wide scale, and thus translation has been proposed on the basis of RPKM and other quantitative metrics, such as coverage [18, 23, 24, 36]. However, our improved Poly-Ribo-Seq method, coupled with an improved bioinformatics analysis of the data (see “Materials and methods”), revealed framing for the first time in *Drosophila* (Fig. 2b,c). Like all Ribo-Seq experiments, our data revealed a distribution of ribosomal footprint lengths (Additional file 1: Fig. S1A). 

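Over canonical ORFs, 64.0% of the 32-nt footprints were framed in early embryos (95% Wilson interval 63.9 to 64.0), 56.1% in mid embryos (56.1 to 56.1) and 58.7% in late embryos (58.7 to 58.7). These shares rest on 103 M 32-nt footprints over the 3 stages. Over short CDSs the framed share was 63.3% in early, 53.7% in mid and 59.5% in late embryos, from 1.50 M 32-nt footprints. Over all uORFs it was 47.4% in early, 40.8% in mid and 49.6% in late embryos, from 0.801 M. The numbers of 32-nt footprints are not listed for 1315 canonical ORFs, 96 short CDSs and 3314 uORFs, which cannot pass the framing test.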

We focused on the most represented read length (32 nucleotides), which also shows the clearest framing in all samples (56–64% reads in-frame; Fig. 2c). Different formulae and metrics have been previously used to quantify framing per ORF and provide a cut-off [1, 21], reviewed in [5, 37], which was usually obtained by sampling a small number of bona-fide translated ORFs and extrapolating the results. While these methods can identify translation, they can be complex and difficult to apply universally to all Ribo-Seq datasets, due to differences in sampling and protocols utilized.

Here, we have opted for a simpler approach that is easy to extend to past and future datasets. We treat framing as a simple coin-toss problem, which offers clear statistical probabilities, even with a low number of reads. As each footprint is the result of an independent RNA-ribosome molecular interaction, each resulting sequencing read has in principle a 1/3 probability of aligning to the right frame in an ORF, and 2/3 of aligning to the wrong frame (Fig. 2d). The probability of having *x* successful outcomes (reads aligned to the ORF frame) following *n* independent trials (number of reads mapping to the ORF) follows a classical binomial distribution, which can be consulted using widely available tables [38] and computer programs. We take the observed binomial probability as the probability for a given ORF of being translated, and we consider it as indicative of translation when *p* < 0.01 (i.e., the probability of observing such framing of reads in the ORF by chance is less than one in a hundred; see “Materials and methods” for details and implementation). 

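An ORF translated at a stage was counted as 1 translation event. Over the 3 stages there were 42717 events, of which 39962 were in canonical ORFs, 790 in short CDSs and 1965 in uORFs. Of these, 21 events rested on fewer than 20 footprints of 26 to 36 nt, all of them in uORFs, and the fewest was 10. The binomial test itself used 32-nt footprints, and 188 events rested on fewer than 10 of these and 637 on fewer than 20. In uORFs, 485 events had fewer than 20 32-nt footprints, and the median was 48, against 735 in canonical ORFs and 525.5 in short CDSs.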

In principle, just five 32-nt FPs, all in frame in a given stage, are needed to pass a binomial test, but because of our RPKM^FP^>1 filter (including FPs of 26 to 36 nt; see “Materials and methods” and Fig. S1), we noted that, out of 43,181 ORF translation events in all embryonic stages studied, only 21 events had less than 20 FPs, and no events had less than 10 FPs. As an example (Fig. 2e and Table S3B; see also Sup. Data for full sets of data), we show the non-canonical smORF gene *sarcolamban* (*scl*) whose translation has been determined experimentally [39]. Its two functional ORFs (*SclA* and *SclB*) achieve RPKM^FP^ above 1 in both T and B replicas during mid and late embryogenesis. Most of its FP reads mapped to frame “2”, but *SclB* only achieved a binomial *p* value below 0.01 during late embryogenesis. Thus, our data indicated that *SclA* is ribosomal-bound and translated at mid and late embryogenesis, but *SclB* is only productively translated during late embryogenesis, when *scl* function in regulating muscle contraction would have its maximum requirement (see ref. [39] and Fig. 1a). 

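*SclA* (FBpp0310895, 87 nt) and *SclB* (FBpp0310891, 90 nt) lie on chromosome 2L. RPKM FP of *SclA* was 5.20 in T and 2.24 in B in mid embryos, and 65.2 ± 13.5 (SD, n = 2) in late embryos. RPKM FP of *SclB* was 50.0 in T and 11.9 in B in mid embryos, and 140.9 in T and 59.7 in B in late embryos. In early embryos neither ORF reached an RPKM FP above 1 in both replicates. The framing of *SclA* in mid embryos rested on 7 framed of 9 32-nt footprints, a share of 77.8% (95% Wilson interval 45.3 to 93.7, one-sided binomial p = 0.00828). In late embryos 215 of its 295 32-nt footprints were framed, 72.9% (67.5 to 77.6, one-sided binomial p = 1.03e-43). For *SclB*, 19 of 43 32-nt footprints were framed in mid embryos, 44.2% (30.4 to 58.9, one-sided binomial p = 0.0907), and 85 of 170 in late embryos, 50.0% (42.6 to 57.4, one-sided binomial p = 5.32e-06). The interval of *SclB* in mid embryos includes both 1/3 and its late share, so a change in framing between these stages was not detectable at this depth. With the framed share of uORFs bound but not translated in mid embryos in place of 1/3 as the chance level, the p of *SclB* in mid embryos was 0.0206 (one-sided binomial test), still above the threshold of 0.01. The Z-ratio of TE from mid to late was 2.04 for *SclA* and 3.32 for *SclB*. TE of *SclA* rose from 0.874 to 11.8 in T and from 0.339 to 5.74 in B. TE of *SclB* rose from 2.90 to 42.0 in T and from 0.590 to 2.85 in B. Late RPKM RNA of *SclB* was 3.35 in T and 20.9 in B, so the size of its rise rests largely on low RNA in a single library. From ribosomal binding in both replicates together with framing, the paper reads its data as productive translation of *SclB* in late embryogenesis only.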

Note that framing *p* values do not indicate the amount of translation (which is indicated by the RPKM^FP^ and its associated metric translational efficiency, TE, see below) but only the likelihood that the observed ribosomal binding leads to productive ORF translation. This binomial framing metric also ensures that the translation detected belongs to a given ORF, not to another putative ORF overlapping it.

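In any of the 3 stages, 17280 canonical ORFs were transcribed and 16858 of these were ribosome-bound, 97.6% (95% Wilson interval 97.3 to 97.8). Of the 490 transcribed short CDSs, 443 were ribosome-bound, 90.4% (87.5 to 92.7). Among 11710 transcribed uORFs, 71.3% were ribosome-bound (70.4 to 72.1). Translated ORFs numbered 15738 among canonical ORFs, 91.1% of those transcribed (90.6 to 91.5), and 343 among short CDSs, 70.0% (65.8 to 73.9). The 1258 translated uORFs made up 10.7% of transcribed uORFs (10.2 to 11.3). The recomputed calls of transcribed and translated ORFs were identical to those in the authors' deposited table, where 0 ORFs differ. Raising the footprint threshold from RPKM 1 to 5 moved these numbers the most, to 5092 ribosome-bound uORFs in place of 8346.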

Using these criteria, we observed that 98% of transcribed canonical ORFs, 90% of short CDSs, and 71% of uORFs were reproducibly bound by ribosomes at any point during development (showed RPKM^FP^>1 in both replicates of the same stage), whereas the percentage of actually translated ORFs (ribosomal-bound ORFs also having framing *p* value < 0.01 in that stage) was 91% of Canonical, 70% of short CDSs, and 11% of transcribed uORFs (Fig. 2f).

### Consistency of transcription and translation measurements across different types of genomic data

We further verified the robustness and reproducibility of our data and analysis by cross-comparisons across related gene-expression genomic data: RNA-Seq, Ribosomal profiling, and quantitative proteomics. For RNA expression, we consolidated the modENCODE embryo RNA-Seq data [40], into our three 8-h-long developmental time windows. 

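The 12 libraries of embryos gave 8 pairs of RNA libraries from adjacent stages and 4 pairs of early with late. Across canonical ORFs, rho of RPKM RNA was between 0.752 and 0.913 for adjacent stages, with a median of 0.855, and between 0.639 and 0.823 for early with late, with a median of 0.727. The highest rho of adjacent stages exceeded the lowest rho between replicates of a stage, so the ranges overlapped for RNA. ModENCODE values were not used here.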

For all three developmental windows, the RPKM^RNA^ of RNA-Seq samples was more highly correlated (in the region of *r* = 0.9) with a replica of their stage (either ours or modENCODE), than with samples of other stages (Figs. 1c, 3a, Table S2).

**Fig. 3:**
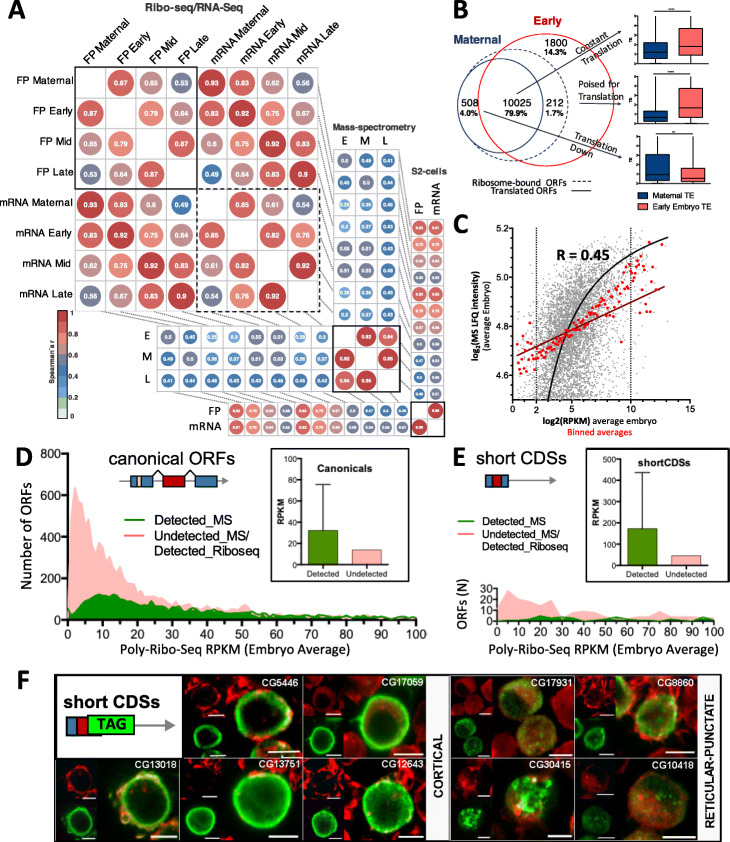
Comparisons across genome-wide datasets. **a** Per-stage Spearman’s correlations across Poly-Ribo-Seq (“FP”), RNA-Seq (“mRNA”), and mass-spectrometry datasets (“E”—early, “M”—mid, “L”—late stages correspondence in Casas-Vila et al. [26]—see “Materials and methods”). “Maternal” datasets correspond to concatenated mature oocyte and activated egg datasets from Kronja et al. [18]. S2-cells correspond to the Aspden et al. 2014 dataset plus new sequencing. Numbers denote Spearman’s *rho*. **b** Numbers and translation fates of maternal ribosome-bound canonical ORFs in the maternal-to-zygotic transition. “Constant translation” denotes ORFs detected as translated by our pipeline in both maternal and early embryo datasets (see Fig. 2a). “Poised for translation” denotes ORFs showing maternal ribosome-binding which only appear translated in the early embryo. “Translation down” denotes ORFs with ribosome-binding and translation in the Maternal dataset, which do not appear translated in the early embryo dataset. **c** Overall correlation between average embryo Poly-Ribo-Seq RPKM and average embryo Mass-Spec imputed LFQ intensities (both datasets are log_2_-transformed). All detected ORFs are included in this analysis. Red points and line show the data binned in intervals of 0.1 RPKM. Note that the linear correlation is lost below RPKM = 1 (log_2_ = 2) and above RPKM = 1024 (log_2_ = 10). **d** Differential detectability of canonical ORFs between Poly-Ribo-Seq and mass spectrometry techniques. **e** Differential detectability of short CDSs between Poly-Ribo-Seq and mass spectrometry. **f** S2-tagging experiments of nine uncharacterized short CDSs showing translation in either cortical or reticular-punctate patterns (FLAG antibody: green, F-actin stained with phalloidin: red. Scale bar denotes 5 μm)

For ribosomal profiling, our RPKM^FP^ data showed an even more marked trend to correlate preferentially first with their own stage replica (*r* = 0.98–0.99), and second with samples from adjacent time periods (Figs. 1c and 3a, Table S2). 

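Between footprint libraries of adjacent stages, rho across canonical ORFs ranged from 0.754 to 0.882 over 8 pairs, with a median of 0.832. Between early and late it ranged from 0.612 to 0.664 over 4 pairs, with a median of 0.637. Each of the 3 correlations between replicates of a stage was above every correlation between stages.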

Our FPs and RNA-Seq from the same stage showed a high correlation of *r* = 0.8–0.9 (Fig. 1c, Sup Table 2). 

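Footprints and RNA of the same stage gave a rho between 0.848 and 0.950 across canonical ORFs over 12 pairs of libraries, with a median of 0.897. The 6 pairs with the same replicate letter had a median of 0.899 and the 6 pairs with different letters a median of 0.894. Footprints and RNA of adjacent stages gave 0.706 to 0.829 over 16 pairs, and early with late 0.581 to 0.720 over 8 pairs.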

We also compared our FP data with the Kronja et al. 2014 [18] Ribo-Seq data from unfertilized *Drosophila* eggs, that was obtained after RNaseI digestion akin to our own protocol. As expected, the RPKM^FP^ from unfertilized eggs (FP Maternal) showed the highest correlation with our RPKM^FP^ samples from early embryogenesis (0–8 h AEL) (Spearman’s *r* ≈ 0.8) (Fig. 3a and Table S2). Our bioinformatic pipeline detected framing in Kronja’s ORF-mapping reads of 29 nt (see “Materials and methods”). A total of 10,025 canonical ORFs appeared translated both in unfertilized eggs and early embryos, albeit showing increased translation efficiency in the latter (Fig. 3b). However, differences between the maternal and zygotic translatomes were also identified, since the Kronja data only assessed maternal RNA translation while our 0–8-h AEL sample detects both maternal and early zygotic translation (see “Regulation of canonical and sCDS translation during embryogenesis” below).

We also compared our embryo FP data with *Drosophila* embryo-derived S2 cell cultures [28], which in principle should provide synchronic data less subjected to experimental and developmental noise. We have re-analyzed the data from Aspden et al. [23], adding a new Poly-Ribo-Seq sample obtained here. 

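S2 cells are a macrophage-like cell line derived from late *Drosophila* embryos. The authors merged the new S2 library with their earlier S2 data and deposited 1 pooled RPKM FP per ORF. They also deposited the pooled numbers of footprints counted for framing and of those framed, so S2 values have no replicates. The length of these counted footprints is not given for S2 cells, since the methods took the main read length of each sample. RNA values of S2 cells were not used here, and an ORF was called ribosome-bound in S2 cells at an RPKM FP above 1 and translated when its framing p was also below 0.01. The pool held 3.47 M footprints counted for framing over canonical ORFs, of which 48.2% were framed (95% Wilson interval 48.1 to 48.2), and 0.0464 M over short CDSs, of which 48.4% were framed (47.9 to 48.8). Over uORFs it held 0.0230 M, of which 39.6% were framed (39.0 to 40.3).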

S2 translation in general is highly correlated with early embryos (Fig. 3a), and the proportions of canonical ORFs ribosome-bound and translated are 98.0% and 65%, respectively. 

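In pooled S2 footprints, 12161 canonical ORFs had an RPKM FP above 1, and 6502 of them were translated, 53.5% (95% Wilson interval 52.6 to 54.4). No RNA threshold entered this base, so the share may differ in its base from the paper's percentage and is not a test of it. Of 259 short CDSs with an RPKM FP above 1, 116 were translated, 44.8% (38.9 to 50.9), and of 7080 uORFs, 111 were translated, 1.57% (1.30 to 1.88). The authors' deposited table marks 6477 canonical ORFs as translated in S2 cells, all of them among the 6502 recomputed here. A framing threshold of 0.001 in place of 0.01 moved the number of canonical ORFs the most, to 5192.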

Despite this overall similarity, differences were also noted (see “Regulation of canonical and sCDS translation during embryogenesis” below).

For proteomics, we consolidated the results of extensive quantitative proteomics across embryogenesis [26] in our three 8-h developmental time windows (“Materials and methods”). This quantitative proteomics data showed an overall 0.45 correlation with our RPKM^FP^ values (Fig. 3c). This correlation appears modest, but it is highly significant (at *p* < 0.0001), especially between 1<RPKM^FP^<1024, indicating that RPKM^FP^ can be a good proxy of protein-production by canonical ORF translation at moderate to high levels. However, 40% of canonical ORFs detected as transcribed by RNA-Seq by us and modENCODE during embryogenesis are not detected by proteomics (Fig. 3d), while this number is reduced to 8% by our Poly-Ribo-Seq pipeline. The median RPKM^FP^ value of the proteomics-detected proteins (32.11) is much higher than for those not detected (13.80), indicating that proteomics detection needs higher levels of protein translation, as noticed previously [21, 23]. Yet, many ORFs with experimentally verified translation, and with high Poly-Ribo-Seq metrics, are not detected by proteomics, including all *Hox* genes except the more widely expressed *Ubx* and *abd-A*. This “proteomics detectability” issue is not attributable to trypsination treatments, since we observed that 99% of canonical and 92% of non-canonical ORFs could produce K- and R-cleaved peptides of 7 to 24 amino acids (AA) suitable for mass-spec (MS) detection. Hence, other yet unknown factors must influence the proteomics detection of proteins. In addition, small peptides of less than 50 amino acids suffer from enhanced degradation [41, 42], further hindering their detection by proteomics. Indeed, we observed that sCDSs are especially handicapped for MS detection, since the median RPKM^FP^ of those detected is 172.1 (Fig. 3e). 

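The tables list 24 ORFs of the 8 *Hox* genes. Apart from *pb*, with 0 of 4 ORFs translated in the embryo, every *Hox* gene had at least 1 translated ORF. In mid embryos all 4 *pb* ORFs had an RPKM FP above 1 in both replicates and a one-sided binomial framing p of at most 3.62e-04. Their RPKM RNA was at most 0.797, so at that stage the RNA threshold alone excluded them. All 3 ORFs of *Abd-B*, both ORFs of *abd-A* and the single ORFs of *Dfd* and *Scr* were translated at all 3 stages. In *Antp* 5 of 5 ORFs were translated, in *Ubx* 6 of 6 and in *lab* 1 of 2. The median RPKM FP over the ORFs of a gene at its stage of highest footprints was 39.7 in T and 50.6 in B for *abd-A*, 22.8 and 23.8 for *Ubx*, 12.3 and 29.6 for *Antp*, 16.3 and 17.0 for *Scr*, 13.6 and 8.61 for *Abd-B*, 7.43 and 9.22 for *lab*, 6.81 and 9.48 for *Dfd*, and 1.682 in T and 1.683 in B for *pb*. This stage was mid embryogenesis for every *Hox* gene except *Dfd*, for which it was early embryogenesis.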

Finally, when comparing MS data with RNA-Seq and Poly-Ribo-Seq, and contrary to that observed between RNA and FP data (Fig. 3a), the highest correlation observed is amongst MS data from different embryonic stages. Altogether our analysis suggests that proteomics is an appropriate technique to detect constitutively and highly translated proteins, but not so useful for the detection of ORFs translated either moderately, or in a developmentally regulated manner.

smORFs also appeared harder to detect by Poly-Ribo-Seq than canonical ORFs, requiring a median RPKM^FP^ of 45.8 (Fig. 3d,e, insets). 

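Over the stages of the embryo, the median RPKM FP of translated short CDSs was 74.4 (quartiles 22.1 and 248; 76.1 in T and 71.6 in B), and that of translated canonical ORFs was 18.5 (quartiles 7.74 and 48.3; 19.3 in T and 17.5 in B). The difference between the classes was larger than that between replicates. Bound-only short CDSs had a median RPKM FP of 3.77 (4.24 in T and 3.19 in B) and bound-only canonical ORFs one of 4.65 (4.98 in T and 4.48 in B).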

As an independent indicator of translation, we have tagged a sample of smORFs from sCDSs and added to previous results [23, 43], for a total of 44 sCDSs. We compared the results of tagging with our Poly-Ribo-Seq pipeline, and with S2 cell proteomics data [44]. Out of the 44 tagged sCDSs, we observed that 43 were detected as translated by tagging, 27 by Poly-Ribo-Seq, and 14 by proteomics (Additional file 1: Fig. S2A). These results showed a coherent pattern, where the three techniques, based on very different detection technologies (Confocal microscopy vs. NextGenSeq vs. Mass-spec, respectively), show decreasing sensitivity thresholds: Tagging > Poly-Ribo-Seq > Proteomics, as also noted when comparing results from other species [45]. Thus, 11 of the 14 proteomics-detected sCDSs were also detected by Poly-Ribo-Seq, and 26 of the 27 detected by Poly-Ribo-Seq were also detected by Tagging. However, our expression of tagged peptides in S2 cells is based on non-endogenous high transcription and this might have pushed the peptide production of lowly expressed ORFs over the edge of detection (see “Materials and methods” and Aspden et al. 2014 [23]). Hence, our tagging results may indicate what “can be translated” rather than what actually “is”. Accordingly, 14 of the 17 tag-positive sCDSs with no Poly-Ribo-Seq evidence in S2 cells were translated in other stages. 

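Of the tagged short CDSs of Fig. 3f, 8 genes with 9 ORFs are in the tables, and *CG30415* is not. All 9 ORFs were translated at all 3 stages of the embryo. The lowest footprints at the stage of highest RPKM FP were those of *CG13018*, with 17.8 in T and 36.9 in B in mid embryos (one-sided binomial framing p = 1.19e-04). Highest was *CG8860*, with 690 in T and 774 in B, also in mid embryos (one-sided binomial framing p = 2.41e-157). In pooled S2 footprints, 6 of the 9 ORFs were translated. The other 3 were those of *CG17059*, *CG17931* and *CG13018*, with S2 RPKM FP of 71.1, 59.5 and 48.3 and one-sided binomial framing p of 0.0571, 0.196 and 0.833.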

The most abundant tagged peptide localizations (Fig. 3f) were (a) reticular-punctate in the cytoplasm, which may correspond to mitochondria [23], or else to mitochondria-associated ER producing the peptide and (b) cortical, which could indicate an association with the plasma membrane or its cytoskeletal cortex. These observations fit with the postulated tendency of sCDS peptides for membrane-associated localizations [23, 29].

### Regulation of canonical and sCDS translation during embryogenesis

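Of the canonical ORFs listed, 81.8% were transcribed at any stage (95% Wilson interval 81.3 to 82.3), and of the short CDSs listed 56.8% (53.5 to 60.1). For uORFs the share was 71.3% (70.6 to 72.0). Requiring an RPKM RNA above 1 in both replicates of a stage, in place of either, left 16404 transcribed canonical ORFs.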

According to our data and modENCODE, 82% of genomic canonical ORFs and 57% of short CDSs were transcribed at any point during development (Fig. 2f). 

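Translation was detected at no stage for 1542 transcribed canonical ORFs, 8.92% (95% Wilson interval 8.51 to 9.36), and for 147 transcribed short CDSs, 30.0% (26.1 to 34.2). Of these, 1120 canonical ORFs and 100 short CDSs were ribosome-bound at some stage without significant framing.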

Of these, 9% and 30% respectively were never translated during embryogenesis, giving a first indication of the extent of translational regulation in *Drosophila melanogaster*.

Our data also showed that some 67% of translated canonical ORFs were detected constitutively (at all embryonic stages), whereas 33% were translated only at specific stages of development (Fig. 4a). 

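Translation at all 3 stages was found for 10577 canonical ORFs, 67.2% of those translated (95% Wilson interval 66.5 to 67.9), while 3070 were translated at 2 stages and 2091 at 1 stage. Among canonical ORFs with at least 20 32-nt footprints at every stage, the share translated at all stages was 80.3%, and among those transcribed at all 3 stages it was 80.6%. Part of the stage specificity thus coincides with low read numbers or absent RNA at a stage.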

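Of the translated short CDSs, 183 were translated at all 3 stages, 53.4% (95% Wilson interval 48.1 to 58.6), and of the translated uORFs 220, 17.5% (15.5 to 19.7). Of the translated uORFs, 771 were translated at 1 stage, 61.3%. Restricted to ORFs with at least 20 32-nt footprints at every stage, the share translated at all stages was 79.7% for short CDSs and 48.4% for uORFs. The difference of both from canonical ORFs was smaller in this subset than in all translated ORFs. Among ORFs transcribed at all 3 stages the share was 57.5% for short CDSs and 21.3% for uORFs. The canonical share there was 80.6%, so in that subset both differences were larger.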

Stage specificity seemed to be higher for smORFs, since only 53% of short CDSs and 17% of uORFs were detected constitutively across embryogenesis, whereas 47% and 83% respectively were translated only during some stages of embryogenesis. However, this qualitative (translated vs. not translated) analysis reflected both transcriptional and translational regulation (since lack of mRNA precludes production of ribosomal footprints). To further quantify the extent and dynamics of purely translational regulation, we analyzed the changes in translational efficiency (TE) [2] across stages (TE indicates the ratio between FPs and RNA, calculated as RPKM^FP^ / RPKM^RNA^). This TE analysis revealed both on-off translation changes, and modulations of sustained translation, from one embryonic stage to the next. 

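TE was averaged over the translated canonical ORFs, translated short CDSs, translated uORFs and bound-only uORFs in each replicate. For canonical ORFs, mean TE was 2.63 ± 1.37 in early, 2.74 ± 0.785 in mid and 3.33 ± 1.38 in late embryos (SD, n = 2). From early to late it rose by 0.709 in T and 0.701 in B, a mean of 0.705. These changes pair libraries of different stages by letter, which the collections need not share. The mean rise was smaller than the SD between the replicates of early or of late embryos. For short CDSs, mean TE was 2.52 ± 1.22, 1.87 ± 0.360 and 3.49 ± 2.62 (SD, n = 2), and from early to late it rose by 1.97 in T and fell by 0.0147 in B. Translated uORFs had a mean TE of 7.24 ± 6.76 in early, 4.69 ± 1.17 in mid and 3.88 ± 0.0492 in late embryos (SD, n = 2). Their mean TE fell by 8.10 from early to late in T and rose by 1.39 in B. Bound-only uORFs had a mean TE of 4.93 ± 4.92, 3.00 ± 0.900 and 2.77 ± 0.153 (SD, n = 2), with a fall by 5.53 in T and a rise by 1.21 in B. With 2 replicates that changed in opposite directions, a fall of mean uORF TE across development does not hold up against the spread between replicates. Of the 15 pairs of libraries, TE of the same stage in T and B correlated across canonical ORFs with a rho of 0.607 to 0.704, and TE of different stages with a rho of 0.357 to 0.762. These ranges overlap.

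**Figure D2:**
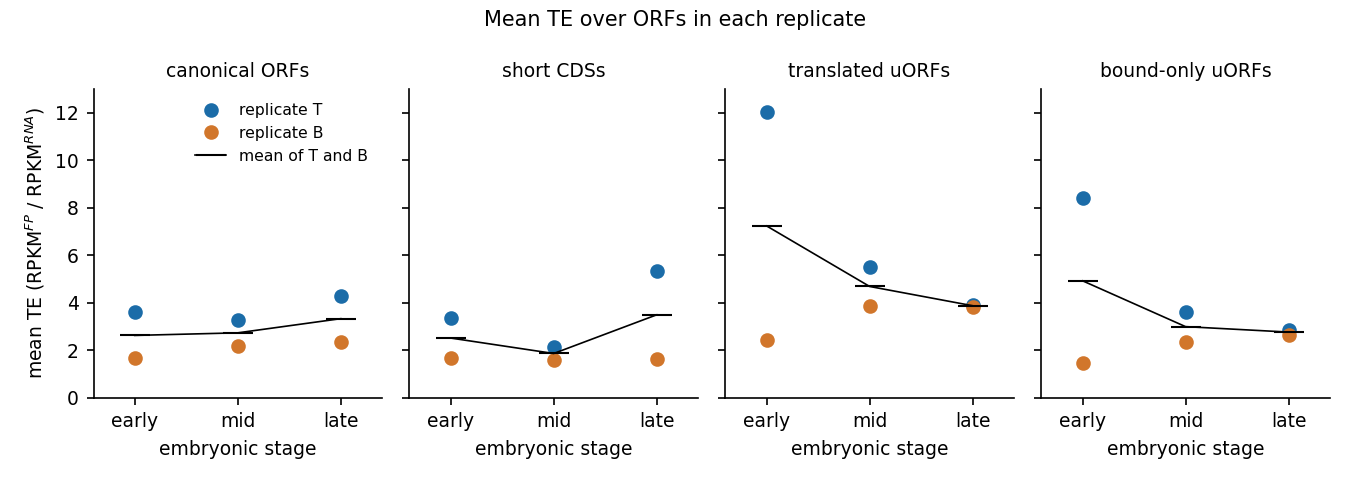
Mean TE over the ORFs of a class (y axis, RPKM FP divided by RPKM RNA) at the 3 embryonic stages (x axis), with T and B as points and their mean as a line. The early means of T, 12.0 for translated uORFs and 8.40 for bound-only uORFs, lie far above those of B, 2.45 and 1.45.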

The average TE varied to some extent across development (Fig. 4b), but in general we observed fairly stable and correlated TE values across development (but see also “uORFs as translational regulators”). To identify which ORFs undergo statistically significant translational changes, we used the *Z*-ratio method (which basically indicates whether the variation of a given ORF TE is significantly outside the standard deviation of the total sample; see “Materials and methods”) [46–48]. We also included in the analysis the Unfertilized Egg and S2 cells TE data (comparing them to early and late embryogenesis, respectively). 

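TE changes between stages were tested for single ORFs with limma on log2(RPKM + 1), in 1 model over the 6 footprint and 6 RNA libraries whose interaction term compares the change in footprints with the change in RNA. The test covered ORFs with a mean RPKM RNA above 1, and its fold changes understate those of low RPKM values because of the pseudocount of 1. From early to mid, 137 of 14791 canonical ORFs (of 94 genes) had an adjusted p under 0.05 in limma's test with Benjamini-Hochberg adjustment, of which 125 rose and 12 fell. From mid to late, 46 of 15039 canonical ORFs (of 32 genes) passed the same threshold, of which 6 rose and 40 fell. All of these changed in the same direction in T and in B, but over all canonical ORFs tested the direction was the same in T and B for 56.8% from early to mid and 49.2% from mid to late. At an unadjusted p under 0.05, 1702 and 829 canonical ORFs passed.

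The median log2 TE change of all canonical ORFs tested was 0.43 from early to mid. After centring each library on its median, which removes this shift, 27 canonical ORFs passed from early to mid, 19 up and 8 down, and 32 from mid to late, 0 up and 32 down. With the replicate letter as a block, 162 canonical ORFs passed from early to mid and 74 from mid to late, including all 137 and all 46 of the fit without the block. With a block within each assay, chosen after the data were seen, 131 passed from early to mid, 108 of them among the 137, and 40 from mid to late, 37 of them among the 46 and 0 of them up. The deviations of libraries with the same letter from their group means correlated with a rho between -0.326 and 0.453 (median 0.155) over the 6 pairs of groups of the same assay, and over 3 pairs between -0.255 and 0.384 (median 0.158) for footprints and RNA of the same stage, so the letters do not pair the libraries uniformly. For short CDSs, 0 of 339 passed from early to mid and 0 of 340 from mid to late, with 1 and 11 at an unadjusted p under 0.05. For bound uORFs, 0 of 7308 and 0 of 7183 passed, with 171 and 138 at an unadjusted p under 0.05. With the block these counts were also 0. None of the limma fits described here has a term for the lysate that footprints and RNA of a stage and letter share. On simulated data with 200 changed ORFs and the RNA values of these libraries, the limma fit with a pseudocount of 1 recovered 176 of them, but 215 of its 391 calls were false. With a pseudocount of 0.1, 16 of 193 calls were false, and with edgeR on the recovered reads 9 of 188. The simulated T and B shared the same means and a fixed dispersion, which was not fitted to the spread between the embryo replicates. With 1 ORF per gene, the same 8570 ORFs gave 59 calls from early to mid in the embryo data. The numbers of false calls thus describe the simulation and cannot be carried over to the embryo counts in either direction. In the embryo data, a pseudocount of 0.1 gave 66 canonical ORFs from early to mid, 61 of them among the 137, and edgeR, chosen after the data were seen, gave 17, all among the 137.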

We observed significant translational changes in all ORF classes, with the percentage of changed ORFs depending on the ORF class. About 12% of canonical proteins (1875 of 15,738 analyzed), 16% of short CDSs (55 of 343), and 19% of translated uORFs had significantly changed TE from any given stage to the next, indicating significant translational regulation (Fig. 4c). 

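The Z-ratio of TE was recomputed for the 2 transitions between embryonic stages. At a Z-ratio of at least |1.5|, 1221 of 15738 translated canonical ORFs changed in either transition, 7.76% (95% Wilson interval 7.35 to 8.19). Of translated short CDSs 37 changed, 10.8% (7.93 to 14.5), and of translated uORFs 190, 15.1% (13.2 to 17.2). The Z-ratios of canonical ORFs and short CDSs were identical to those in the authors' deposited table to within rounding. A Z-ratio compares an ORF with the spread over all ORFs and not with the spread between replicates. Computed from T alone, 944 canonical ORFs passed from early to mid, and from B alone 616, of which 187 passed in both in the same direction, 19.8% of those from T. From mid to late, 758 passed in T and 788 in B, with 133 in both in the same direction, 17.5% of those from T. Calls in both in opposite directions numbered 85 from early to mid and 55 from mid to late. Of the 634 Z-ratio calls of canonical ORFs from early to mid that were also covered by the limma test, 40 passed that test in the same direction, 6.31%, and of the 652 from mid to late, 35 did so, 5.37%. At an unadjusted p under 0.05 in limma's test, 278 of these 634 calls and 321 of these 652 passed. Of all 634 and all 652, 84.7% and 92.2% changed in the same direction in T and B. Z-scores of log2(TE) in place of TE moved the counts the most, to 1484 canonical ORFs from early to mid and 1411 from mid to late. From the Z-ratios, the paper concludes that a fraction of ORFs in every class is under significant translational regulation between stages.

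**Figure D3:**
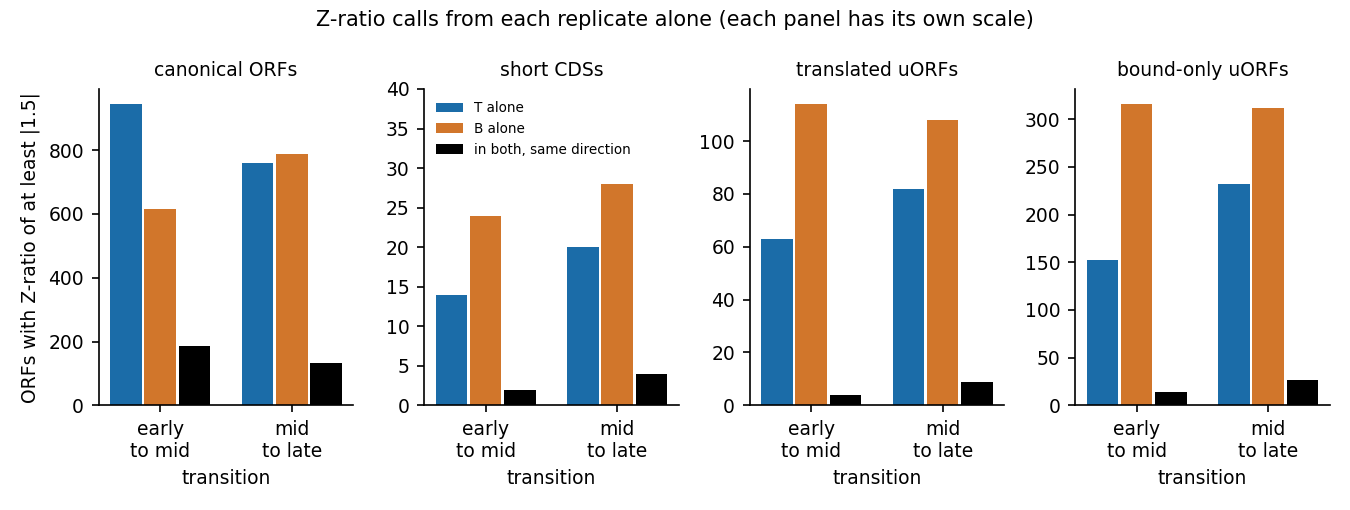
ORFs with a Z-ratio of at least |1.5| (y axis, number of ORFs) per transition (x axis), computed from replicate T alone (blue), from B alone (orange) and in both with the same direction (black), in 1 panel per ORF class with its own scale. Calls in both are fewer than those of either replicate in every class, such as 4 of translated uORFs from early to mid, against 63 in T and 114 in B.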

One of the most abundant changes was the translational upregulation of 529 canonical ORFs from early to mid embryogenesis (Fig. 4d). These ORFs were enriched for GO expression terms indicating a role in organogenesis (i.e., CNS, epidermis, and digestive system development) (Additional file 1: Fig. S2B), as befits the developmental processes underway (Fig. 1a).

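From early to mid, 76.2% of the canonical ORFs with a significant Z-ratio were upregulated and 165 were downregulated. With Z-scores of log2(TE) the upregulated share was 64.4%, and 256 ORFs were called in the same direction with TE and with log2(TE). In the limma test the upregulated share from early to mid was 91.2%, and 70.4% after centring each library.

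The largest rises in that test were those of *Ggt-1* (FBpp0074393, chromosome X), with a log2 TE change of 5.35 (standard error 0.830, adjusted p = 6.34e-04 in limma's test), and *yin* (FBpp0309181, chromosome X), with 5.21 (standard error 0.686, adjusted p = 7.83e-05 in limma's test). Over the other settings, the adjusted p was between 4.31e-04 and 0.0411 for *Ggt-1* and between 3.67e-05 and 0.00998 for *yin*. RPKM RNA of *Ggt-1* was 124 in T and 140 in B in early embryos and 4.42 in T and 13.1 in B in mid embryos, while its RPKM FP was 1.43 and 1.37 in early and 5.13 and 5.73 in mid embryos. RPKM RNA of *yin* was 56.8 and 67.1 in early and 1.91 and 6.23 in mid embryos, and its RPKM FP was 1.61 and 1.11 in early and 4.59 and 6.23 in mid embryos. The largest falls were those of *CG15382* (FBpp0077505, chromosome 2L), with -4.00 (standard error 0.956, adjusted p = 0.0332 in limma's test, 0.0128 to 0.336 over the other settings), and *CG44005* (FBpp0306247, chromosome 3L), with -3.67 (standard error 0.840, adjusted p = 0.0236 in limma's test, 0.00850 to 0.243 over the other settings). Both were above 0.05 with a pseudocount of 0.1, after centring, with 1 ORF per gene and with edgeR. The log2 TE change of *CG15382* was -6.14 in T and -1.87 in B, and that of *CG44005* -5.23 in T and -2.10 in B. Early RPKM RNA of *CG44005* was 2.85 in T and 31.7 in B.

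**Figure D4:**
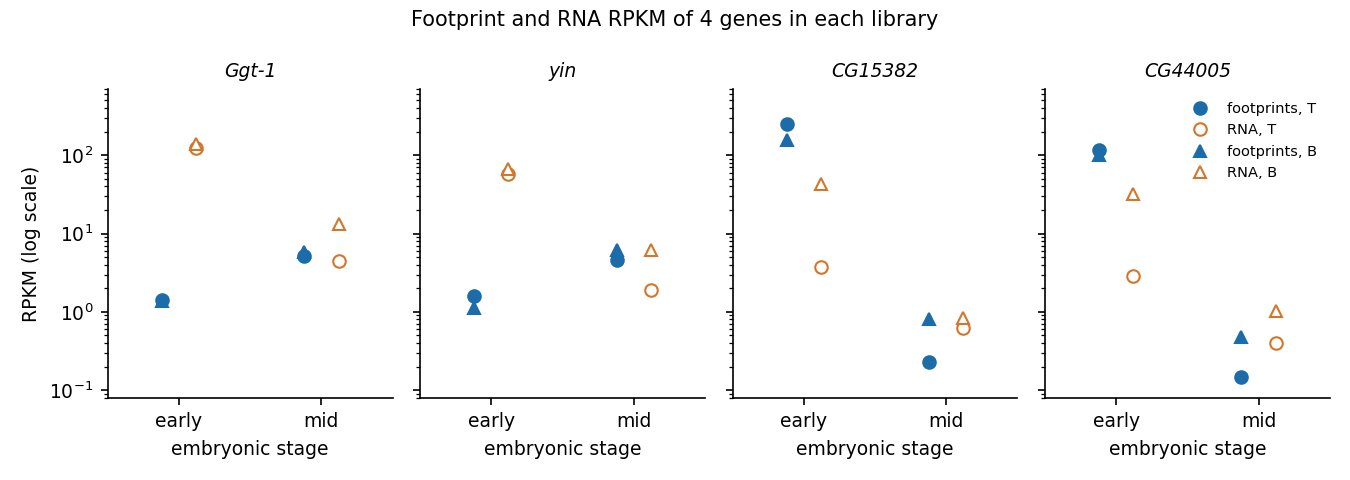
RPKM (log axis) of the canonical ORFs with the largest TE changes from early to mid embryos, with 1 point per library, footprints filled and RNA open, T as circles and B as triangles. The RNA of *Ggt-1* and *yin* was lower in mid than in early embryos in both replicates while their footprints were higher, and the early RNA of *CG15382* was 3.69 in T and 42.7 in B.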

**Fig. 4:**
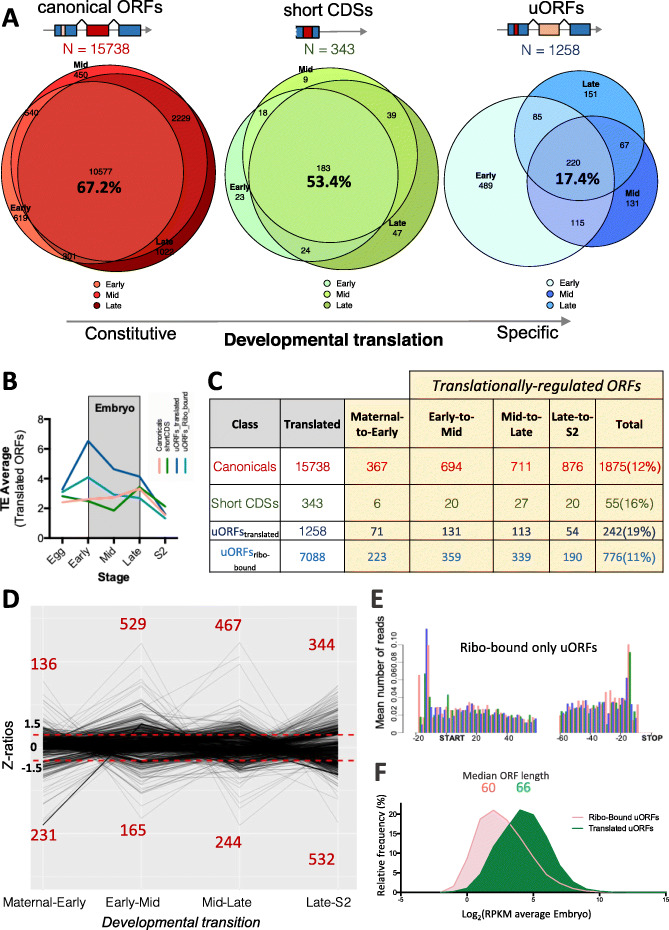
Regulated translation during embryogenesis. **a** Number of transcribed, ribosome-bound, and translated ORFs per class across *Drosophila melanogaster* embryonic development, showing stage-specificity in ON/OFF translation patterns. **b** Changes in average translation efficiency, per ORF class, across analyzed developmental time-points. **c***Z*-score ratio analysis of translation efficiencies (TE) during successive developmental stages pinpointing ORFs subjected to significant developmental modulations of translation across ORF classes. **d** Number of developmentally regulated canonical ORFs subjected to downregulation (bottom, *Z*-ratio ≤ − 1.5) or upregulation (top, *Z*-ratio ≥ 1.5), per developmental transition. **e** Metagene plot for codon framing of 32-nt ribosome footprints across reproducibly “ribosome-bound-only” uORFs, showing a lack of three-nucleotide periodicity (framing) similar to that of mRNA-Seq (compared with translated uORFs in Additional file 1: Fig. S3C). **f** Distribution of log_2_(RPKM^FP^) values of ribosome-bound-only uORFs (red) and translated (framed) uORFs (green). Median nucleotide sizes of each pool are indicated above

The comparison of unfertilized eggs with 0–8 h AEL embryo data revealed the maternal to zygotic transition in the translatome. The degradation of maternal mRNAs after the zygotic to maternal transition from 2 h AEL, and their substitution by zygotically transcribed mRNAs has been reported, but a number of mRNAs do persist during early embryogenesis [49]. Our results suggest that some of these maternal mRNAs that persist are subjected to translational repression as an added layer of gene regulation, whereas others go on to increase their translation during embryogenesis. Applying *Z*-ratio analysis, we observed in total 367 canonical ORFs with significantly changed translational efficiency between the maternal and the early zygotic translatomes (Fig. 4c), of which 231 where downregulated (including 62 *Dscam* ORFs) and 136 upregulated, showing RNA expression patterns preferentially registered as “maternal” or “ubiquitous” at this stage (Fig. 4d, Additional file 1: Fig. S2C). Further, the maternal to zygotic transition in translation was also highlighted by the correlation between qualitative and quantitative changes in ribosomal binding. In total, 508 maternal-only canonical ORFs appeared translated (framed) in eggs but not in 0–8-h AEL embryos (Fig. 3b), undergoing a significant reduction in ribosomal binding efficiency during this period (as shown by TE, Fig. 3b insert). Reciprocally, 212 ORFs were just ribosome-bound in oocytes, but fully translated in early embryos, in correlation with an increase in their TE (Fig. 3b, insert). Finally, 1800 ORFs were translated in our 0–8-h AEL samples but did not yield ribosomal FPs in eggs, presumably corresponding to newly expressed, zygotic-only ORFs (Fig. 3b).

We hypothesized that a detailed comparison between S2 cells and late embryos (from where the S2 macrophage-like line was isolated [28]) might reveal the S2 cell-specific translatome profile. 

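Of the canonical ORFs translated in S2 cells, 6122 were also translated in late embryos, 94.2%, and 380 were not. Another 8007 canonical ORFs were translated in late embryos and not in S2 cells, and 4317 of these had an RPKM FP above 1 in S2 cells. Among canonical ORFs with an RPKM FP above 1 in S2 cells, the median number of footprints counted for framing was 120 in the S2 pool and 508 in late embryos. Of short CDSs, 104 were translated in both, 12 in S2 cells and not in late embryos and 189 in late embryos and not in S2 cells.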

Most S2 ORFs seemed translated in both (*N* = 6108), but we observed 369 ORFs translated in S2 cells but not in late embryos, whereas 8021 ORFs appeared translated in late embryos but not in S2 cells (Additional file 1: Fig. S2D). In addition, 532 embryo-translated ORFs showed significantly lowered TE in S2 cells and 344 significantly raised TE according to *Z*-ratios (Fig. 4d). In principle, these differences might reveal a macrophage-like regulatory state, an adaptation to culture, or just a sampling issue (see “Discussion”). Interestingly, we note that the S2 FPs correlate more closely with early than with late embryogenesis FPs (Fig. 3a), perhaps reflecting a “de-differentiation” of the S2 macrophage precursors in cell culture.

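Spearman's rho between RPKM FP of S2 cells and of embryos, across 21078 canonical ORFs, was 0.795 with T and 0.789 with B in early embryos. In mid embryos it was 0.660 with T and 0.685 with B, and in late embryos 0.571 with T and 0.578 with B. The fall from early to mid to late exceeded the difference between replicates at every stage. These are correlations across ORFs, which are not independent replicates, with a single S2 pool. With 1 ORF per gene the rho with the stage mean was 0.803 in early, 0.695 in mid and 0.598 in late embryos. For this order of the stages, the paper proposes a de-differentiation of S2 cells in culture as a possible reason.

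**Figure D5:**
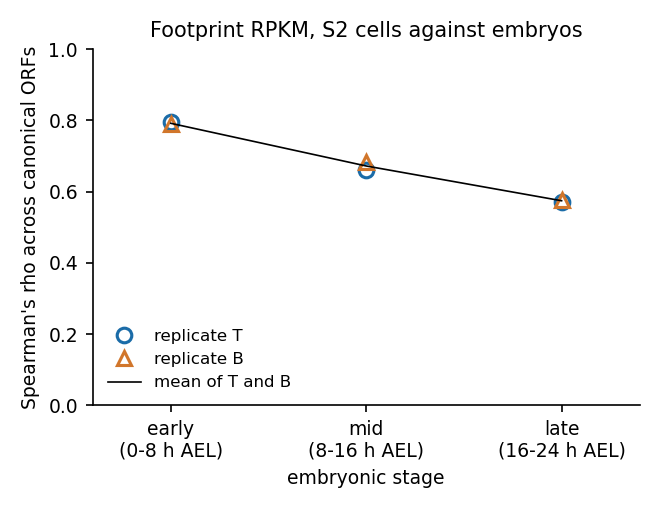
Spearman's rho across canonical ORFs (y axis) between footprint RPKM of pooled S2 cells and of replicate T (circles) or B (triangles) at each embryonic stage (x axis), with the mean of T and B as a line. The mean falls from 0.792 in early to 0.672 in mid and 0.575 in late embryos.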

### uORFs as translational regulators

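With RPKM FP averaged over the 3 stages, rho between T and B was 0.940 across 16424 uORFs, which are not independent replicates. At single stages it was 0.905 in early, 0.885 in mid and 0.844 in late embryos. Among the 8831 uORFs with a mean RPKM FP above 1, rho of the averages was 0.855.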

We obtain highly reproducible Poly-Ribo-Seq signal average for uORFs across biological replicates in the embryo (*r* = 0.95, Additional file 1: Fig. S3A), indicating that most uORFs are bound by ribosomes at specific levels across embryogenesis. Indeed, a majority (72%, or 8346 of 11,710) of embryo-transcribed uORFs show reproducible ribosome binding during embryogenesis (RPKM^FP^>1 in two replicates, Fig. 2f, Table S4). However, only 15% of these ribosome-binding events (1258) show reliable translation signal, as measured by the binomial framing statistic (Fig. 2f, Additional file 1: Fig. S3C), suggesting that a majority of uORFs in *Drosophila melanogaster* might not have a peptide-productive role (Fig. 4e).

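The ribosome-bound uORFs lay in 5' leaders of transcripts with a listed canonical ORF for 6459 of 8346, 77.4%. The median RPKM FP of bound-only uORFs was 5.68 over the stages of the embryo, 6.98 in T and 3.99 in B.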

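Of the ribosome-bound uORFs, 15.1% were translated at some stage (95% Wilson interval 14.3 to 15.9), and 7088 were bound only. By stage, 909 of 5691 bound uORFs were translated in early embryos, 533 of 6669 in mid embryos and 523 of 5416 in late embryos. For 1834 bound uORFs, 22.0%, the numbers of 32-nt footprints are not listed, although their median number of footprints of 26 to 36 nt was 184. Among the other 6512 bound uORFs, 19.3% were translated (18.4 to 20.3), a comparison chosen after the data were seen. In translated uORFs, 62.1% of the 32-nt footprints were framed in early embryos (95% Wilson interval 61.9 to 62.3), 54.9% in mid (54.5 to 55.2) and 56.7% in late embryos (56.5 to 56.9). The uORFs bound but not translated at a stage, some of them translated at another, were selected for their lack of significant framing at that stage, and their framed share was 26.4% in early (26.2 to 26.6), 28.5% in mid (28.3 to 28.8) and 30.5% in late embryos (30.1 to 30.9), below 1/3 at each stage. The median uORF of these sets with listed read numbers had 10 32-nt footprints in early, 7 in mid and 6 in late embryos. With Benjamini-Hochberg adjusted framing p-values, 940 uORFs were translated. With the framed share of uORFs bound but not translated in place of 1/3 as the chance level, 1638 were translated. From the share with significant framing, the paper proposes as a possibility that most uORFs have no role in producing peptides.

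**Figure D6:**
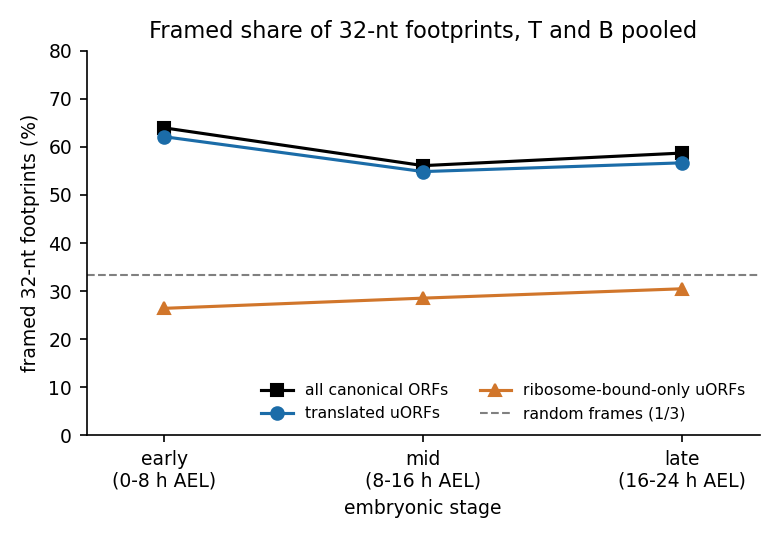
Share of 32-nt footprints in the frame of the ORF (y axis, percent) at the 3 embryonic stages (x axis) for all canonical ORFs, uORFs translated at that stage and uORFs bound but not translated at that stage, T and B pooled, with the 1/3 of random frames as a dashed line. Translated uORFs lie within 3 points of canonical ORFs, and the uORFs not translated at a stage lie below the dashed line at each stage.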

Eukaryotic uORFs can act as cis-translational repressors of a canonical main ORF (mORF) located downstream in their transcripts [50]. This regulatory role has been extrapolated to the transcriptome-wide level as the main function of uORFs [51–54]. 

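From mid to late embryos, 467 of the 711 canonical ORFs with a significant Z-ratio were upregulated, 65.7%, and 244 downregulated. With Z-scores of log2(TE) the upregulated share was 45.1%, so the direction of the majority changed with the scale. At a cut-off of |2|, 394 canonical ORFs passed from early to mid and 375 from mid to late. The canonical ORFs called from early to mid had a median RPKM RNA of 6.04 and those not called one of 11.3, and from mid to late the medians were 7.08 and 7.33. In the limma test the largest changes from mid to late were falls of *Osi7* (FBpp0078246, chromosome 3R), with a log2 TE change of -6.34 (standard error 1.11, adjusted p = 0.00372 in limma's test, 0.00151 to 0.0345 over the other settings), and *ect* (FBpp0290599, chromosome 3L), with -5.29 (standard error 0.922, adjusted p = 0.00354 in limma's test, 0.00151 to 0.0643 over the other settings). In mid embryos RPKM FP of *Osi7* was 2978 in T and 4178 in B, and in late embryos 25.5 and 10.6. RPKM FP of *ect* was 2356 in T and 2820 in B in mid embryos and 21.6 and 7.67 in late embryos. *CG11381* (FBpp0070196, chromosome X) and *CG12826* (FBpp0088017, chromosome 2R) rose the most, by 2.64 (standard error 0.526, adjusted p = 0.0127 in limma's test, 0.0110 to 0.921 over the other settings) and 2.47 (standard error 0.559, adjusted p = 0.0405 in limma's test, 0.0381 to 0.854 over the other settings).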

Amongst canonical protein-coding genes, we saw significant shifts in translational regulation across embryogenesis in hundreds of ORFs (*Z*-ratio ≥ |1.5|) in both early-to-mid (694 ORFs) and mid-to-late embryogenesis (711 ORFs; Fig. 4c). However, a much smaller number of uORFs exhibited significant variation in translation *Z*-ratios (131 and 113 uORFs, respectively; Fig. 4c), making it unlikely that translated uORFs underpinned most translational changes in canonical ORFs. However, the cis-regulatory role of uORFs is in principle based on ribosome binding and it is mostly independent of the peptide being produced [50, 55, 56], so it could conceivably be carried out by non-productive ribosomal binding too. Therefore, we extended our analysis to include non-framed, ribosome-bound-only uORFs as well (i.e., RPKM^FP^>1 but framing *p >* 0.01; Fig. 2a, f), and this provided a combined pool of 8346 ribosome-associated uORFs (Fig. 4c).

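In the recomputation, 138 translated uORFs had a significant Z-ratio from early to mid, 90 up and 48 down, and 121 from mid to late, 38 up and 83 down. The authors' deposited table gives 131 and 113, of which 129 and 113 are among those recomputed. As a share, this was 11.0% of translated uORFs from early to mid (95% Wilson interval 9.36 to 12.8) and 9.62% from mid to late (8.11 to 11.4), against 4.41% and 4.52% of translated canonical ORFs. In bound-only uORFs, 362 and 371 passed, 5.11% and 5.23%. With Z-scores of log2(TE), 42 translated uORFs went up and 47 down from early to mid, so the direction of the majority changed with the scale. From mid to late 36 went up and 82 down on that scale. From T alone and B alone, 9 translated uORFs were called in the same direction from mid to late, against 82 calls in T and 108 in B. Another 8 were called in both in opposite directions. The paper reasons from the smaller number of regulated uORFs that translated uORFs are unlikely to underlie most TE changes of canonical ORFs.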

Previously, a negative correlation between the number of uORFs within a 5′ leader and the TE of the main ORF was found in zebrafish genome-wide studies [52] and across vertebrates [53]. We wondered if this was applicable to our 8346 ribosome-associated uORFs. This would indicate that this negative effect is indeed mediated by uORF ribosomal activity and not a function of other 5′ leader features [53]. However, we do not see an effect of ribosome-associated uORF number on mORF TE. Instead, we observe stable average TE across mORFs carrying different numbers of uORFs in their 5′ leaders (Fig. 5a).

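The uORFs were assigned to the canonical ORF (mORF) of the same transcript, which linked bound uORFs to 6064 mORFs in 11529 pairs. Mean TE over all stages and replicates was 2.53 for the 14124 mORFs without bound uORFs, 2.82 for the 3352 with 1, 2.99 for the 1380 with 2, 2.73 for the 706 with 3, 2.87 for the 268 with 4 and 2.79 for the 358 with 5 or more. In T and in B alike, the mean was lowest without bound uORFs and highest with 2. Across 20188 mORFs, Spearman's rho between the number of bound uORFs and mean TE was 0.142 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these resamples can give). It is a correlation across mORFs, which are not independent replicates, and it was 0.104 in B alone and 0.137 in T alone. The association was positive under every setting tried and smallest, 0.0640, among mORFs with a mean RPKM RNA above 1. Among these mORFs the mean TE was 2.84 without and 2.85 with bound uORFs, and with mORFs matched on mean RPKM RNA it was 2.91 without and 2.85 with, so the difference in means does not hold at similar RNA. It belongs to a family of 7 comparisons of uORFs and mORFs, and its Benjamini-Hochberg adjusted p was 1.4e-05.

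**Figure D7:**
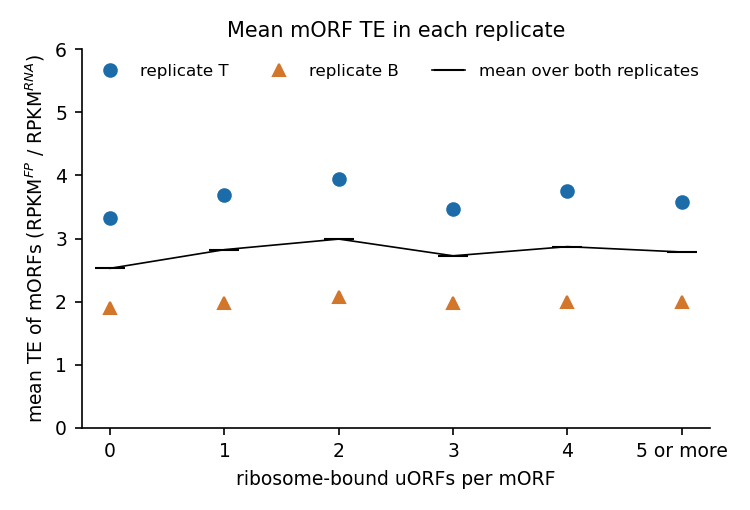
Mean TE of mORFs (y axis, RPKM FP divided by RPKM RNA) by the number of ribosome-bound uORFs in the same transcript (x axis), in T (circles), in B (triangles) and over both (line). In T the means run from 3.32 without bound uORFs to 3.94 with 2, and in B from 1.89 without to 2.07 with 2.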

**Fig. 5:**
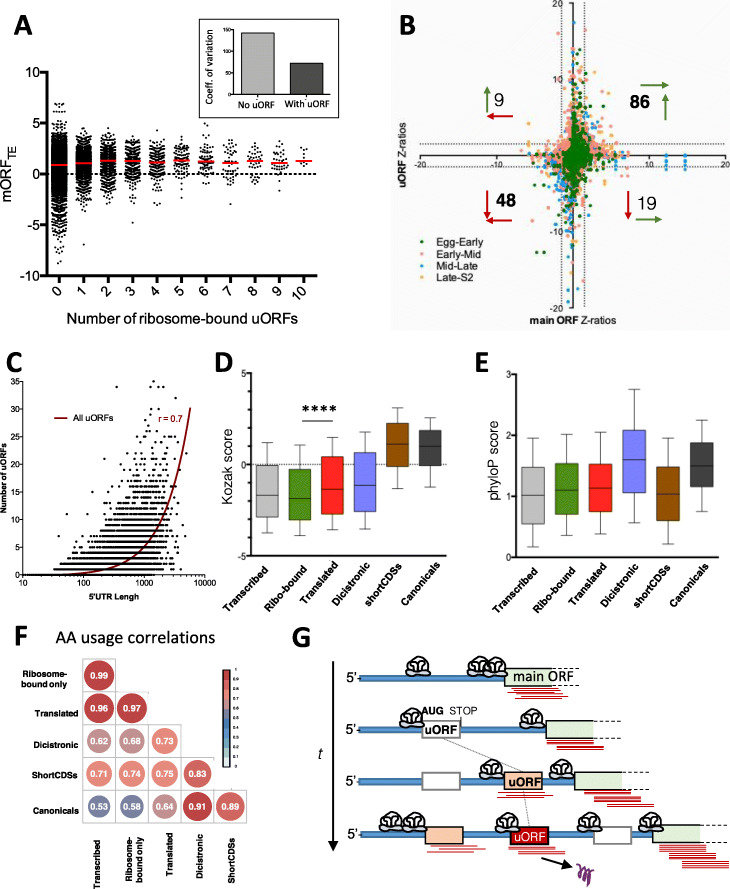
uORFs as translational regulators. **a** Variation in canonical TE levels as a function of the number of cistronic uORFs showing ribosomal binding. **b** Comparison of translational changes between uORFs and their canonical mORFs across developmental stages. Numbers denote the number of *Z*-ratio significant uORF-mORF pairs in each quadrant. Vertical arrows: uORF translational regulation. Horizontal arrows: canonical mORF translational regulation. Green arrows: upregulated; red arrows: downregulated. **c** Correlation between the number of uORFs per mRNA and 5′UTR length (Spearman’s *r* = 0.7). **d** Comparison of Kozak-context scores between distinct ORF classes and uORF subclasses. Graphs display 10–90 percentile range. Mann-Whitney *p* < 0.001. **e** Comparison of phyloP conservation scores (27-way alignments) between distinct ORF classes and uORF subclasses. Graphs display 10–90 percentile range. **f** Correlations in amino acid usage across distinct uORF subclasses, short CDSs, and canonical ORFs; values denote pairwise Spearman’s *r*. **g** Model for uORF function and evolution. 5′ leaders in blue. t: evolutionary time. Red lines denote ribosomal binding signal; white boxes correspond to novel uORFs; salmon boxes correspond to ribosomal-bound uORFs; red boxes correspond to translated uORFs. Purple scribble denotes produced peptide

Nonetheless, it would be possible that a minority of uORFs might have important cis-effects on their mORFs. We looked for this “uORF onto mORF” regulation by asking if the 1018 uORFs with significantly changed TE across stages (242 translated and 776 ribosome-bound-only, Fig. 4c) also show simultaneous significant TE changes in their cis-associated mORF. 

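Counting each transition separately, translated and bound-only uORFs gave 992 events of a significant Z-ratio in the 2 transitions between embryonic stages. For 753 of these events the uORF shared a transcript with a listed canonical ORF. Over either transition, 575 of 7088 bound-only uORFs changed, 8.11%.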

We found this not to be the case: 80% (817 of 1018) of uORFs significantly regulated do not have mORFs with significantly changed TE *Z*-ratios (≥ |1.5|) and vice versa (Fig. 5b). 

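In 682 of the 753 events with a linked mORF, 90.6%, the mORF had no significant Z-ratio in the same transition. In the other 71 events an mORF of the same transcript changed too.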

Yet, 9 uORFs correlated negatively with their canonical ORF (i.e., as the uORF TE went up, the mORF TE went down, Fig. 5b), suggesting a negative cis-translational regulatory role for these uORFs. Another 19 uORFs displayed reduced TE while their respective mORF TEs were upregulated, which is compatible with such a negative regulatory role. However, 134 uORFs showed coordinated changes with their mORF (i.e., uORF and mORF went both up (86) or both down (48) significantly (Fig. 5b), and this positive correlation extended to the TEs of all 8346 ribosome-associated uORFs and their mORFs (*r* = 0.47 Fig. S3B). This positive correlation could indicate that uORFs act as either (a) positive translational regulators, (b) constant “brakes” or negative regulators that reduce but do not overcome mORF translation, or finally, (c) passive “bystanders” that are ribosomal-bound by virtue of being present in the 5′ leader of a transcript containing a highly translated mORF. In addition, a combination of these roles is also possible. 

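Events in which the uORF went up and the mORF down numbered 3. Events in which the uORF went down and the mORF up numbered 6, which were those of *CG31904*, *CadN*, *qvr* and *step* from early to mid and *uzip* and *CG8177* from mid to late. The genes of this direction were chosen after their values were seen. For *CadN* the uORF had a Z-ratio of -3.56 and the mORF one of 2.27.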

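Both uORF and mORF went up in 32 of these events and down in 30, so 87.3% had the same direction (two-sided Fisher's exact test, p = 8.18e-11, adjusted p = 2.86e-10 over the 7 comparisons). Events that share an mORF are not independent. With Z-ratios from B alone the share was 77.2%, and from T alone 83.8%. With Z-scores of log2(TE) it was 98.2% of 166 events, and at a cut-off of |2| 85.7% of 21. The share of events with opposite directions thus depends on the scale. For 6524 pairs with TE in all 6 combinations of stage and replicate, the median rho between uORF TE and mORF TE over these 6 values was 0.486, and 81.5% of the pairs were above 0. Reassigning uORFs to mORFs at random 1000 times gave medians between 0.143 and 0.2 (two-sided permutation p = 0.001, the smallest these reassignments can give, adjusted p = 0.001 over the 7 comparisons). Over the 3 stage means alone, which leaves 3 values per pair, the median was 0.5 and 69.4% of the pairs were above 0. A median over 3 values takes few levels, and random pairs gave -0.5 to 0.5 (two-sided permutation p = 0.0769), so this version is too coarse to tell the pairs from random ones. The 6 values are not independent samples, since T and B of a stage share the stage.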

Interestingly, the total range of TE variation diminishes as the number of ribosome-bound uORFs increases within a given mORF 5′ leader (Fig. 5a), with canonical ORFs that contain no uORFs in their 5′ leaders displaying twice the coefficient of variation as those with one or more ribosome-bound uORFs (Fig. 5a, inset). This suggests a cumulative role for uORFs in the maintenance of mORF translational efficiencies, possibly acting as buffers of variation in mORF translation. 

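The coefficient of variation of TE across mORFs was 1.46 for those without bound uORFs and 0.767 for those with at least 1, a ratio of 1.91 and a difference of 0.697 (two-sided permutation test with 100000 resamples, p = 6.0e-05, adjusted p = 7.0e-05 over the 7 comparisons). In B alone the difference was 1.12 and in T alone 0.543. By number of bound uORFs it was 0.783 with 1, 0.688 with 2, 0.725 with 3, 0.819 with 4 and 0.951 with 5 or more, so it did not fall further beyond 2 bound uORFs. Of the mORFs without bound uORFs, 25.8% had a mean RPKM RNA under 1, against 6.83% of those with bound uORFs, but with mORFs matched on mean RPKM RNA the difference was 0.644 (two-sided permutation test, p = 1e-05, the smallest these resamples can give). The highest TE was 119 among mORFs without bound uORFs and 31.3 among those with them. Without the 10 mORFs of highest TE in each group, a setting chosen after the data were seen, the coefficients were 1.05 and 0.729, a ratio of 1.44. The SD of log2(TE) was 1.43 without and 1.09 with bound uORFs. From this difference in spread, the paper proposes that uORFs act together as buffers of variation in mORF translation.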

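Of the 8346 ribosome-bound uORFs, 765 had a significant Z-ratio in either of the 2 transitions between embryonic stages, 9.17% (95% Wilson interval 8.57 to 9.80). The median TE of translated uORFs in late embryos was 1.62 in T and 1.41 in B, and that of translated canonical ORFs 2.95 and 1.66, so at that stage the median of uORFs was below that of canonical ORFs in both replicates. In mid embryos the uORF medians were 2.32 in T and 1.72 in B against 2.46 and 1.60, so the order differed between replicates. By mean TE in late embryos, uORFs had 3.91 in T and 3.84 in B and canonical ORFs 4.31 and 2.36. In early embryos the uORF medians, 4.86 in T and 1.28 in B, were above the canonical medians of 1.51 and 1.23.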

A buffering effect could also explain the higher TE averages amongst uORFs than amongst canonical ORFs (Fig. 4b), even though the proportion of ORFs with significantly changed TE was identical (1018 of 8504 uORFs: 12% vs. 12% canonicals, Fig. 4c, but see also below).

We observed that 45% of canonical ORF 5′ leaders contain uORFs, a number in line with observations across metazoans [25, 29, 57]. 

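Among the ORFs listed here, 8292 of 21118 canonical ORFs shared a transcript with at least 1 listed uORF, 39.3% (95% Wilson interval 38.6 to 39.9). When uORFs were assigned to every canonical ORF of the same gene, the share was 52.6%.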

Interestingly, this number is significantly lower in short CDSs (25%). This could be explained by the difference in 5′ leader average lengths between these two classes (306 nt versus 194 nt). Indeed, the number of uORFs is positively correlated with the length of the 5′ leaders across all annotated mRNAs (*r* = 0.668, Fig. 5c), indicating that uORFs tend to accumulate more often in longer 5′ leaders. 

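For short CDSs, 167 of 862 shared a transcript with at least 1 listed uORF, 19.4% (95% Wilson interval 16.9 to 22.1), a lower share than for canonical ORFs (two-sided Fisher's exact test, p = 7.64e-35, adjusted p = 5.35e-34 over the 7 comparisons). By gene the share was 22.5% (two-sided Fisher's exact test, p = 3.27e-70). ORFs of 1 gene are not independent of each other in this test.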

The positive correlation between uORF number and 5′ leader length supports the idea that uORFs appear randomly in mRNAs [29].

Regardless of whether uORFs act as cis-translational regulators or not, an important number (1258, Fig. 2f) show framing, i.e., appear to be translated into peptides. On average, RPKM^FP^ (Fig. 4f) and TE (Fig. 4b) was higher in these framed uORFs and changed more dramatically across stages than on ribosome-bound-only uORFs (note steeper slope in Fig. 4b and higher total percentage of significant translational regulation in Fig. 4c). 

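The median RPKM FP was 19.3 for translated uORFs, 22.1 in T and 14.3 in B. Log2 differences in RPKM FP between these classes were taken between medians of log2(RPKM + 1). The difference from bound-only uORFs was 1.60 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these resamples can give). The difference was 1.53 in T and 1.62 in B. The median TE was 2.97 for translated and 1.74 for bound-only uORFs, a log2 difference of 0.77 (two-sided permutation test, p = 1e-05, the smallest possible), 0.86 in T and 0.70 in B. Each has an adjusted p of 1.4e-05 over the 7 comparisons. Both measures depend on the number of reads that the framing test needs. When each translated uORF was matched with a bound-only uORF with the same number of 32-nt footprints, the log2 difference in RPKM FP over 1189 pairs was -0.10 (two-sided permutation test, p = 0.371) and that in TE was 0.02 (two-sided permutation test, p = 0.717). These footprints are part of the numerator of both measures, so the matching removes most of any difference and cannot show that the classes are alike. At the stages at which a uORF translated elsewhere was bound only, its RPKM FP differed from that of bound-only uORFs by 0.34 on the log2 scale (two-sided permutation test, p = 1e-05, the smallest possible) and its TE by 0.03 (two-sided permutation test, p = 0.633).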

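Of the 1258 translated uORFs, 839 were bound only at another stage, 66.7%. In 736 of these, 87.7% (95% Wilson interval 85.3 to 89.8), more 32-nt footprints mapped to the uORF when it was translated, with medians of 37.5 when translated and 11.5 when bound only. A larger number of reads also makes the framing test easier to pass. Of all 1258 translated uORFs, 226, 18.0%, were not transcribed at some stage, whether or not they were bound only at another.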

The regulation of translated uORF expression was not only quantitative, but included qualitative changes as well (i.e., from ribo-bound-only to framed, correlating with an increase in 32-nt FPs mapping to the uORF), and transcriptional regulation, altogether producing that 83% of uORFs were translated in a stage-specific manner (Fig. 4a). Thus, regulated expression seemed a feature of uORF translation.

In the absence of proteomic data to corroborate whether framed uORFs do indeed produce peptides, we checked other bioinformatics markers of coding potential. We observed that translated uORF start codon contexts show significantly better Kozak scores [50] than ribosome-bound-only uORFs (Fig. 5d). Further, the sequence conservation of translated uORFs is intermediate between transcribed uORFs and canonical ORFs (Fig. 5e). 

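Amino acid usage was compared across the 20 amino acids, with 53770 residues of translated uORFs, 184715 of bound-only uORFs, 25961 of translated short CDSs and 12354860 of translated canonical ORFs. Spearman's rho with canonical ORFs was 0.798 for translated uORFs, 0.588 for bound-only uORFs and 0.902 for short CDSs, with two-sided permutation p of 6.0e-05, 0.00728 and 1e-05. The last is the smallest p these resamples can give. Translated uORFs had a rho of 0.934 with bound-only uORFs and 0.874 with short CDSs, and bound-only uORFs one of 0.729 with short CDSs. These 6 belong to a family of 10 correlations, in which the adjusted p ranged from 2.0e-05 to 0.00728. The correlations are across amino acids, which are not independent samples, and their differences were not tested. Methionine made up 3.90% of residues in translated uORFs, 5.05% in bound-only uORFs and 2.17% in canonical ORFs, and without the start methionine the rho of translated uORFs with canonical ORFs was 0.815. Without the 93 translated uORFs that are also listed as annotated ORFs, it was 0.602.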

The amino acid usage produced a similar intermediate picture (Fig. 5f). These observations might suggest that translated uORFs either produce a specific type of peptide or that translated uORFs are in an evolutionary transition into coding-ness [29]. One end result of such a transition would be to produce a di-cistronic coding gene (uORF plus mORF), and it is interesting that genes annotated as such by FlyBase display similar conservation to canonical ORFs (Fig. 5e), but amino acid usage intermediates between these and translated uORFs (Fig. 5f).

## Discussion

### Translation vs. peptide function

Protein translation is the most expensive gene activity undertaken by a cell, one order of magnitude more costly than either replication or transcription, and costly enough to have a selective impact [58]. However, it is important to disentangle the act of productive translation from its biological purpose. It is usually expected that translated ORFs must produce a peptide or a protein with canonical function. However, a translated peptide could have other biological activities, [59] or no peptide function at all, such as the act of translation itself could be the biologically relevant function of the encoding ORF (as in regulatory uORFs, or in canonical ORFs during nonsense-mediated decay) [55, 60]. Ribo-Seq, and other techniques such as proteomics, do not reveal protein and peptide function, only its expression. Protein function is suggested by other studies (such as sequence conservation) and ultimately tested experimentally.

smORF translation is difficult to ascertain, but has been repeatedly detected to occur at a large scale by Ribo-Seq, including in this study. Different types of studies and analyses yield numbers always in the thousands per genome [45]. These numbers are a small fraction of the smORFs in the genome (about 5%), yet it is large enough (about a 10% of extra coding genes to add to canonical genes) to present a challenge to our understanding of genomes and their function. What can be the biological purpose of this 10% “crypto-translatome”? Due to their shortness, it is challenging to determine smORF function from their sequence. GO analysis of the longer, and annotated, sCDS smORF class, and analyses of their aminoacid composition [23, 29], suggested roles related to cell membranes and organelles. However, shorter smORFs such as uORFs and those found in lncRNAs (called lncORFs) are not annotated and do not display known protein domains, nor homologies to characterized proteins, that could suggest a peptide function. Their AA composition is intermediate, yet distinct from canonical proteins and random sequences [29]. Nonetheless, important functions for lncORF and uORF peptides have been proven experimentally in a few cases [30, 39, 61–64], as well as a cis-regulatory, “non-coding” function for uORFs [50, 55, 56].

### Ribosomal binding versus productive translation

Our results suggest a distinction between ribosomal-binding-only and productive translation. We observed that about 60% of transcribed uORFs show abundant, yet not framed, ribosomal binding. This is unlike canonical ORFs and short CDSs, where only 6% and 20% respectively show ribosomal association not corresponding to productive translation. This raises the possibility that either much of ribosomal binding in uORFs serve purposes other than peptide production, or that it reflects “translational noise.” In view of the energetic and selective costs involved, it is unlikely for the cells to allow for their resources to just be “lost in translation.” An explanation might be suggested by the maternal translatome.

### Maternal translation

The maternal to zygotic transition corroborates that “ribosomal-binding-only” without framing is a different state than fully fledged translation. Our data revealed ORFs “poised” for translation between unfertilized eggs and early embryos. A total of 212 canonical ORFs switch from unproductive ribosome-bound-only to productive translation, while increasing their translational efficiency (Fig. 3b). In other words, the quality of their ribosomal association changes from low affinity (low TE) and not following a particular frame, to higher-affinity, frame-linked productive translation. To produce non-framing, ribosomal binding must happen in overlapping frames, “shift” between frames, or include “scanning” 40S subunits and/or proofreading ribosomal units involved in NMD and not productively reading codons. Interestingly, we observe one-frame shift of ribosomes at STOP codons (from blue frame “2” to red “0”, Fig. 2b, e), also noticeable in other Ribo-Seq studies [21], which may reflect a conformational change or the ribosome pausing for a time at its A site while disengaging from the mRNA. Under weak translation conditions (indicated by lower RPKM^FP^, Fig. 4f), in some ORFs elongation may proceed more slowly (perhaps due to a failure to acquire AA-loaded tRNAs or elongation factors). It has been shown that prolonged ribosomal stalling plus queuing can produce both premature termination [65], and use of non-AUG START codons in a different frame [66]. Either effect could produce a frameshifted Ribo-Seq signal towards frames “0” and “1” as we observe, distorting the main ORF signal in frame “2” (Fig. 4e). In other words, ribosome-bound-only ORFs could be failing to produce enough START to STOP translation, while increasing a frameshifted, noisy ribosomal binding. This effect could be temporary (as in the maternal to zygotic transition) or a constitutive feature of the ORF (as in most uORFs, see below).

### Function of uORFs

In our previous study [23], we estimated that 34% of *Drosophila* uORFs were translated in S2 cells, on the basis of a high RPKM^FP^. Interestingly, our improved methods reveal two uORF pools, whose RPKM^FP^ values overlap yet having different averages (Fig. 4f), and different TE (Fig 4b) and framing (Fig. 4e and Fig. S3C). The percentage of ribosome-bound uORFs in *Drosophila* embryos (71%) is similar to recent estimates [54], but the percentage of actually translated uORFs in our samples is only 11%. The significance of non-productive ribosomal-binding in 7088 (60%) of transcribed uORFs is intriguing and is not explained by the 302 (4.2%) overlapping translated uORFs in another frame. The genome-wide lack of negative effect of ribosome-bound uORFs on mORF TE, the mild positive correlation between such uORFs and mORFs, and the correlation between 5′ leader length and number of uORFs all seem to suggest that most uORFs are a random and function-less by-product of 5′ leader sequence variation, also suggested by the random-like size distribution of uORFs [29]. Yet, this does not exclude that some uORFs could have a cis-regulatory or a peptide-producing role. Different mechanisms have been proposed to mediate a cis-regulatory function, including ribosome stalling and disengagement at uORFs, a reduction in translational re-initiation on the downstream mORF AUG codons, and the triggering of mRNA decay [50, 56, 67], all leading to a decrease in mORF translational efficiency. Positive regulatory roles are also possible, with uORFs recruiting ribosomes and thus increasing the likelihood that they reach mORFs via reinitiation, and/or imposing an appropriate ribosomal spacing (reducing ribosome collisions and thus improving mORF TE and fidelity [65, 66, 68]). We propose a combined role, with most uORFs acting as “translation buffers” that would recruit ribosomes (a relatively scarce yet valuable cellular resource [68, 69]) and pass them on to their mORF at a constant rate, while discarding ribosomes in excess (Fig. 5g). A passive, low-level uORF buffer effect at the genome-wide level is consistent with less variation of mORF TE correlating with more ribosome-bound uORFs (Fig. 5a); and also with studies in yeasts [70, 71], vertebrates [25], and humans [72], where a genome-wide positive correlation between the TE of individual uORFs and their cognate mORFs is also observed. A function of uORFs as buffers could also generate stalling, queuing, termination, and frameshifted starts [66], and explain their frameshifted FP signal.

A mildly beneficial buffering role could explain the ubiquity of uORFs in otherwise canonical mRNAs. The minority of uORFs showing peptide-productive translation could be a tolerable by-product of this buffering role, which would otherwise be mostly mediated by the much more prevalent uORFs with non-productive ribosomal-binding-only. Interestingly, we observe subtly different Kozak scores, conservation levels, and amino acid usage for translated uORFs, which seem to fit into a stepped continuum ranging from transcribed-only uORFs to canonical ORFs. It is tempting to speculate that, just as ribosomal-bound-only in canonical ORFs may be a developmental transitory state during the maternal to zygotic translation, ribosome-bound-only uORFs may be an evolutionary transitory state poised for a transition to full coding function. In this way, the 5′ leaders of canonical genes would act as “proto-gene nurseries” offering a tolerant environment for random ORF creation (Fig. 5g), while providing coding mRNA features such as poly-A tails, splicing-related and translationally related RNA processing and stability, allocation to polysomes, and a specific transcriptional pattern. Dicistronic genes could be another step in this transition from inert or regulatory uORF to coding ORF (although dicistronics can also emerge from the fusion of two pre-existing canonical ORFs). Interestingly, short CDSs, which in most aspects studied here (RPKM reproducibility, translation percentage, MassSpec detection, embryonic stage specificity, prevalence of translation regulation, amino-acid usage) are intermediate between translated uORFs and canonical ORFs, do not show intermediate conservation (Fig. 5e). The lower sCDS conservation may suggest that sCDSs are also involved in another evolutionary process, perhaps another and more dynamic stepped continuum leading to coding-ness via lncRNAs [29, 73].

### Further developments—single cell translatomics

Despite the improvements to our Poly-Ribo-Seq protocol, and the large number of reads that we have collected, it is possible that not all embryonic translation has been detected in our samples. Lowly abundant or transient mRNAs may not be adequately detected in our 8-h developmental windows, or may be drowned out by noise and not be able to achieve RPKM > 1. This could be especially true of mRNAs expressed in a few cells of the embryo, a situation that must arise often towards the end of embryogenesis, and could be prevalent in differentiated tissues. Our macrophage-like S2 cell line data allows for an approximation to this issue, and the problem of integrating and comparing Ribo-Seq and genomic data from whole embryos and cell lines. Direct comparison between late embryos and S2 cells creates a sampling issue. The embryonic counterparts of S2 cells could be only a few cells amongst many embryonic cell types and some 30,000 cells overall [74, 75]. Thus, the FPs from S2-related ORFs might not be adequately detected in whole embryo extractions (thus yielding a low or no RPKM), whereas the same FPs will be well-detected in the monotypic S2 cell culture. For example, we showed the specific expression (by in situ hybridization and RT-PCR) and function (by observation of mutant phenotypes in embryonic macrophages) of the *hemotin* smORF gene in the *Drosophila* embryo [76]. 

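The *hemotin* (*hemo*) ORF (FBpp0297277) of 267 nt on chromosome 3R had an RPKM RNA of at most 0.188 and an RPKM FP of at most 0.203 in any of the 12 embryo libraries, and it was neither transcribed nor ribosome-bound at any stage. In the pooled S2 footprints its RPKM FP was 58.6. Of its 27 footprints counted for framing in S2 cells 15 were framed, 55.6% (95% Wilson interval 37.3 to 72.4, one-sided binomial p = 0.0144). By these read numbers it was not translated in S2 cells at the threshold of 0.01.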

Yet our RNA-Seq and Ribo-Seq data, and modENCODE RNA-Seq would indicate that *hemotin* is neither transcribed nor translated during embryogenesis, while the same data show vigorous expression in S2 cells (RPKM^FP^ = 58.6 and framing *p* = 6.44 × e10^− 4^) and hence a TE *Z*-ratio significantly increased. This sampling issue can contrive an artefactual increase of expression and translation (RPKM and TE) of *hemotin* and similar cell-specific transcripts in cell lines [77] when compared with whole embryos or organs. However, a lowering of RPKM or TE in S2 cell cultures in 532 ORFs (Fig. 4d) cannot be due to this sampling issue and must reflect specific translational repression in a S2 “cell fate,” following either a macrophage-like fate, or a cell-in-culture fate. Thus, Ribo-Seq data from cell lines can reveal genes whose translation declines during specific cell differentiation programs. Ideally, it would be best to take RiboSeq to this single cell level. The demand for high levels of starting material (in the region of μg) is the largest barrier to single-cell Ribo-Seq, but it could be overcome by the combination of ribosomal immunoprecipitation (TRAP) (which requires even more starting material, in the region of mg [78, 79]), with further improvements to the core polysome purification protocol [80].

## Conclusions

The likelihood of translation can be determined in Ribo-Seq data by comparing the frequency of reads in frame against a simple binomial probability. Using this metric and a standard RPKM>1 filter for ribosomal binding, almost 16,000 canonical ORFs, more than 300 sCDSs, and more than 1200 uORFs appear translated during the embryonic development of *Drosophila melanogaster.* Translation levels appear more reproducible than transcription, yet highly correlated with it, together yielding highly constant expression of canonical ORFs and sCDSs, and higher temporal specificity of uORFs. However, 11–19% ORFs show specific regulation of their translation, including “poising” at the maternal to zygotic transition. Finally, a large pool of near 7000 uORFs also show ribosomal binding without achieving either productive translation or a significant regulatory input on downstream ORFs. These and other data suggest that, in general, 5′ leaders with uORFs act as “translation buffers” at the gene level (helping downstream ORFs to stabilize translation levels) and as “proto-gene nurseries” at the genomic level (providing a favorable environment for random ORF creation).

## Materials and methods

### Poly-Ribo-Seq and RNA-seq procedures

The RNA-Seq and Poly-Ribo-Seq experiments were conducted as previously described in Aspden et al. [23] with the following modifications. Embryos were flash frozen, turned into powder using a pre-chilled pestle and mortar and homogenized in Lysis Buffer at 4 °C for 20 min. Pre-clarified lysates were processed for mRNA isolation and fragmentation and polysome separation and digestion as previously described. Digested polysome samples were concentrated by centrifugation and subsequently loaded into a 1M Sucrose Cushion and centrifuged at 70,000*g* to pellet the monosomes. The 50 nt fragmented mRNAs and 28–34-nt footprints were isolated from 10% denaturing acrylamide gels and subsequently T4 PNK treated for library preparation.

The NEBNext Small RNA Library Prep Set for Illumina (NEB, E7300) was used following the manufacturers’ instructions with small modifications as follows. After the 3′ adapter ligation step, ribosome footprints were rRNA depleted using biotinylated DNA fragments and oligos from rRNAs and going through two consecutive rounds of subtractive hybridization (except for the T 0-8 h sample having only one round) using MyOne Streptavidin C1 Dynabeads (Invitrogen). After ethanol precipitation, samples were processed as NEB guidelines. Libraries were isolated from 10% non-denaturing gels by size selection and their quality and quantity measure by DNA high sensitivity chips (Agilent) with Bioanalyzer and Qubit.

### Footprint sequence alignment

Ribosomal footprints were filtered (PHRED quality ≥ 33) and clipped for adapters using the FASTX-Toolkit. The resulting reads were aligned to a FASTA file containing rRNA, tRNA, snoRNA, and snRNA from Flybase Release 6.13 annotations using Bowtie, discarding the successful alignments and collecting all unaligned reads. Unaligned reads were then mapped to the FlyBase *D. melanogaster* reference genome (Release 6.13) using HISAT2 with default options. Due to the very low frequency of multimapping reads, we retained all genome-aligned reads for further analyses.

### ORF selection and identification

All annotated coding sequences (CDSs) in FlyBase, r6.13 were retrieved and divided into groups of either longer than or shorter than 303 nucleotides (100 AA). CDSs longer than the cut off were assigned to the canonical ORF category. CDSs shorter or equal to 303 nt but arising from the same locus as canonicals (short-isoform smORFs, [29]) were discarded from our analysis. The remaining CDSs of less than 100 AA which arise from independent genomic loci, were assigned to the short CDS category [29]. We identified uORFs longer than 10 AA with an AUG start codon followed by an in-frame stop codon within the annotated 5′ leaders of all transcripts annotated as protein-coding in FlyBase r6.13, using the emboss *getorf* program. Next, all ORFs with fully redundant CDS coordinates were identified, and duplicates were discarded within each class (canonicals, short CDSs, and uORFs). Additionally, we discarded uORFs overlapping with any annotated CDS, or fully included within a longer, in-frame uORF, but kept uORFs overlapping in different frames. uORFs in dicistronic transcripts were then added to the uORF set, based on a full overlap with annotated ORFs contained within the 5′ leader of an immediately downstream annotated CDS.

### Ribosomal footprint analysis

Relative ribosome density (RPKM^FP^) was measured by counting Ribo-Seq reads of 26 to 36 nt overlapping each ORF using the R package Rsamtols (absolute ribosome density), and scaling this number by ORF length and the total number of genome-aligned reads [2]. Total mRNA expression (RPKM^RNA^) was ascertained using the same ORF coordinates and applying the same method on RNA-Seq measurements. Correlation analyses across replicates were measured by Spearman’s rho on ORF RPKM values.

### Detection of framing and individual translation events

To analyze framing, ribosome footprints (FPs) were first aligned to an artificially constructed transcriptome set, consisting of all ORFs analyzed in this study as well as their surrounding regions − 18 nucleotides upstream and + 15 nucleotides downstream, thus allowing for the alignment of full ribosomal reads spanning the START and STOP codons. The resulting alignments were analyzed using the R package RiboSeqR to extract the global framing patterns across ribosome footprint lengths for three pools of RPFs: all pooled embryonic RiboSeq samples, S2 cell samples, and pool of mature oocyte and activated eggs RPFs (Kronja et al. [18], cycloheximide^+^). The main read length and its most overrepresented frame in each sample was then used to evaluate the framing of each ORF in each Ribo-Seq sample. For each ORF, we then compared successful framed reads (those matching global framing patterns) with total mapped reads using a binomial test, implemented by the cumulative *pbinom()* function in R to measure the probability of obtaining the observed framing (or better), when compared to the expectation by random (1 in 3 probability). This was implemented using the expression *pbinom([framed_reads]-1, [all_reads], 1/3, lower.tail = FALSE).* For binomial tests of ORF translation, different biological replicates (if available) were merged into a single one. Although the precision of the binomial probability method improves with the amount of evidence (i.e., higher number of reads can achieve very low *p* values, or very high probabilities of being translated, Fig. 2c), it can still achieve results with minimal information, which is especially relevant for smORFs as their short size accrues less reads in sequencing experiments when compared to canonical ORFs with the same RPKM range (Figs. 1 and 2e). Thus, a minimum of 5 reads is required to obtain *p* < 0.01 in a given stage if all reads are in frame, or 7 or more reads if any is out of frame [38].

### Comparison with other Ribo-Seq and RNA-Seq datasets

We obtained previously published [18] fastq files containing Cycloheximide^+^ Ribo-Seq reads from mature oocytes and activated eggs from the NCBI Gene Expression Omnibus (accessions SRR1039770 and SRR1039771) as well as the corresponding RNA-Seq experiments (SRR1039764 and SRR1039765), all deposited under accession number GSE52799. The activated egg and oocyte reads were merged to obtain Ribo-Seq and RNA-Seq “unfertilized egg” samples, which were analyzed employing the same pipeline as our own data. In the case of S2-cell data, we merged our previously published Ribo-Seq (accessions SRR1548656, SRR1548657, SRR1548658, SRR1548659) and RNA-Seq datasets (SRR1548660-SRR1548661) [23] and added a novel round of Poly-Ribo-Seq for a total of 382,232,123 raw reads and 23,710,309 genome-aligned footprints. We obtained modENCODE RNA-Seq 2-hourly embryonic-staged datasets from FlyBase and consolidated them into our 8-h-long stages (0 h–8 h, 8 h–16 h, and 16 h–24 h AEL).

### Comparison between RNA-seq and mass spectrometry datasets

We compared the mass spectrometry-based developmental proteome of *Drosophila melanogaster* from [26] with our own sequencing data by first averaging the imputed log2 LFQ intensity per protein-group across samples spanning embryonic windows matching those of our timed collections (0 h–8 h, 8 h–16 h, and 16 h–24 h AEL). Finally, we normalized all datasets and measured the correlation between the average protein intensities for all identified proteins and our own gene expression measurements using Spearman’s rho.

### Translation efficiency and translational regulation analysis

Translation efficiency (TE) per ORF was calculated as the fraction of ribosome-density (Poly-Ribo-Seq RPKM) over the total mRNA read density (RNA-Seq RPKM). To detect significant events of translational regulation, we performed *Z*-ratio calculations of TE variation as per Cheadle et al. [48]. First, TE values were normalized by calculating the *Z*-score of each ORF in each sample:

$$ Z{\mathrm{score}}_{\mathrm{ORF}}=\left({\mathrm{TE}}_{\mathrm{ORF}}-{\mathrm{TE}}_{\mathrm{sampleMean}}\right)/{\mathrm{TE}}_{\mathrm{sampleSD}}\Big) $$

Second, *Z*-ratios across contiguous developmental stages, e.g., early and mid embryogenesis, were calculated for each ORF:

$$ Z-\mathrm{ratio}=\Big({\mathrm{AverageZScore}}_{\mathrm{Mid}}-\mathrm{Average}\ Z{\mathrm{score}}_{\mathrm{Early}\Big)}/{\left(Z{\mathrm{score}}_{\mathrm{Mid}}-Z{\mathrm{score}}_{\mathrm{Early}}\right)}_{\mathrm{SD}} $$

Third, the cut-off of ≥ |1.5| was used to identify biologically significant differences [47, 48] between the two contiguous stages.

### Gene expression enrichment analysis

We used the unique gene identifiers (FBgn) for genes identified as translationally regulated across stages (see “Translation efficiency and translational regulation analysis”) to calculate the embryonic tissue-expression enrichment using the Intermine tool (Flymine), which uses ImaGO terms associated with expression patterns deposited in the BDGP database. The enrichment for each gene set was measured against a background of all *Drosophila melanogaster* genes with expression information and expressed as a *p* value for each significantly enriched tissue, after the Benjamini-Hochberg multiple-comparisons correction.

### Conservation analysis

The pre-computed phyloP nucleotide scores for 27-way insect multiple sequence alignments were downloaded from UCSC as bigWig files. We then used the UCSC bigWigAverageOverBed package to compare phyloP scores with BED files containing genome-coordinates for each ORF in our set, obtaining average phyloP scores per ORF.

### Amino acid composition analysis

We used a previously published own script (*aa_composition.pl*, [23]) to calculate the observed or predicted amino acid compositions of our different sets of ORFs.

### Kozak-context scoring per ORF

For all canonical ORFs, we extracted the nucleotide composition around—but excluding—the annotated START codon (− 5 to 6, excluding positions 1–3). For each position, we then calculated the log odds ratio between observed and background nucleotide frequencies. This provided a scoring table of position-specific nucleotide frequencies from *bona fide* Kozak contexts with which to score individual ORFs in all classes. The final score per ORF was then obtained by adding the individual position-specific values for all observed nucleotides.

## Supplementary information

**Additional file 1.** Patraquim_Supplemental_Information_Additional File 1.pdf: Supplementary Figures and Tables.

**Additional file 2.** Patraquim_canonical_ORFs_Additional_File_2.csv: transcriptional, ribosome-binding, framing and translational regulation analysis results for canonical ORFs.

**Additional file 3.** Patraquim_shortCDSs_Additional_File_3.csv: transcriptional, ribosome-binding, framing and translational regulation analysis results for shortCDSs.

**Additional file 4.** Patraquim_uORFs_Additional_File_4.csv: transcriptional, ribosome-binding, framing and translational regulation analysis results for uORFs.

**Additional file 5.** Review history.

# Supplementary material for: Developmental regulation of canonical and small ORF translation from mRNAs
**Source:** Genome Biol. 2020 May 29;21:128. doi: 10.1186/s13059-020-02011-5
**Supplement:** Supplementary file 1 — Additional file 1. Patraquim_Supplemental_Information_Additional File 1.pdf: Supplementary Figures and Tables.

Additional File 1: Figure S1

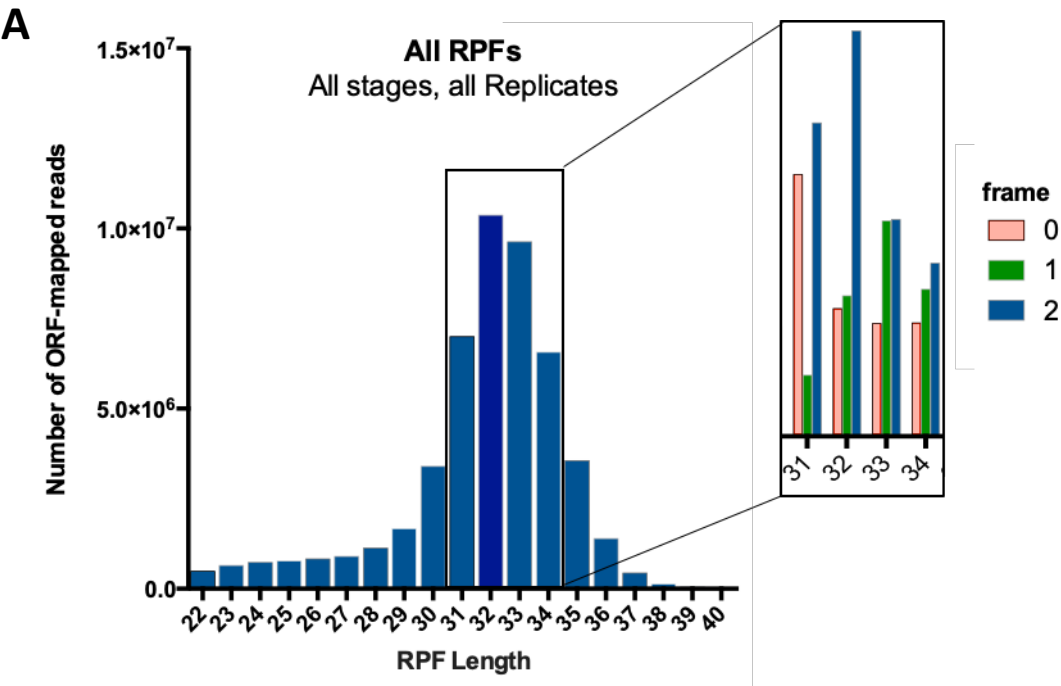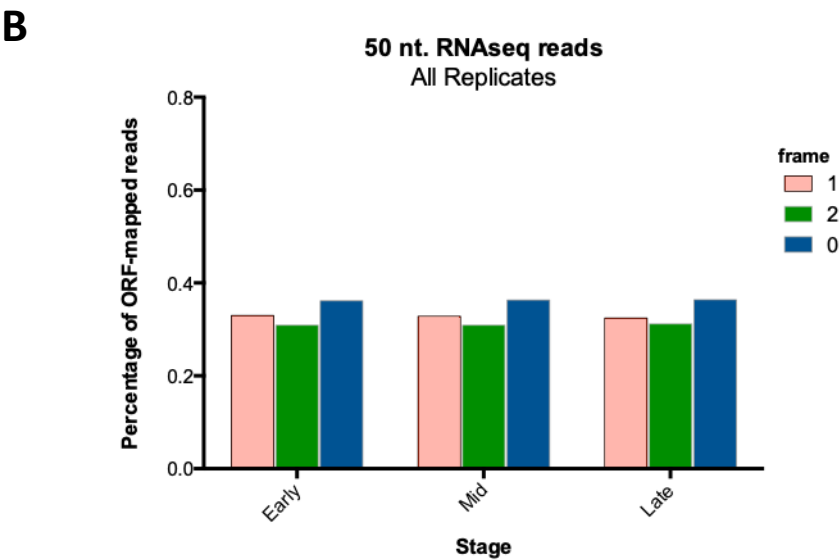

Additional File 1: Figure S2

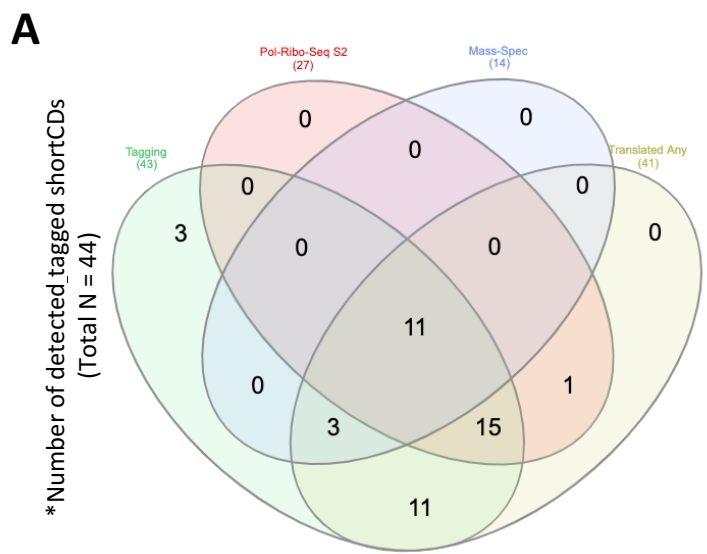

**B** 244 genes (529 ORFs) - Up Early-to-Mid

| Terms                       | p-Value     | Matches |
|-----------------------------|-------------|---------|
| ventral nerve cord          | 8.222461e-4 | 52      |
| embryonic dorsal epidermis  | 8.762168e-4 | 36      |
| embryonic epipharynx        | 0.002898    | 21      |
| embryonic hypopharynx       | 0.006638    | 21      |
| embryonic brain             | 0.007916    | 49      |
| embryonic foregut           | 0.015561    | 23      |
| embryonic ventral epidermis | 0.032294    | 30      |
| embryonic esophagus         | 0.037462    | 14      |

**C** 122 genes (136 ORFs)- Up Maternal-to-Early

| Terms      | p-Value     | Matches |
|------------|-------------|---------|
| ubiquitous | 1.125900e-5 | 34      |
| maternal   | 4.074426e-4 | 47      |

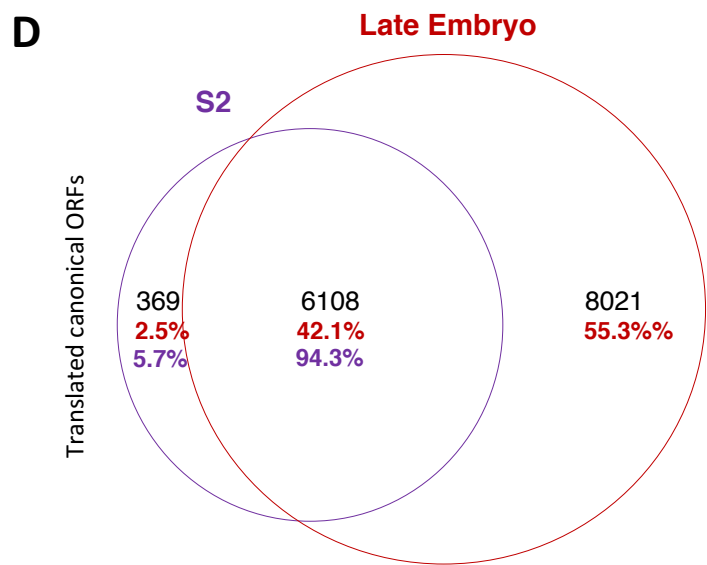

Additional File 1: Figure S3

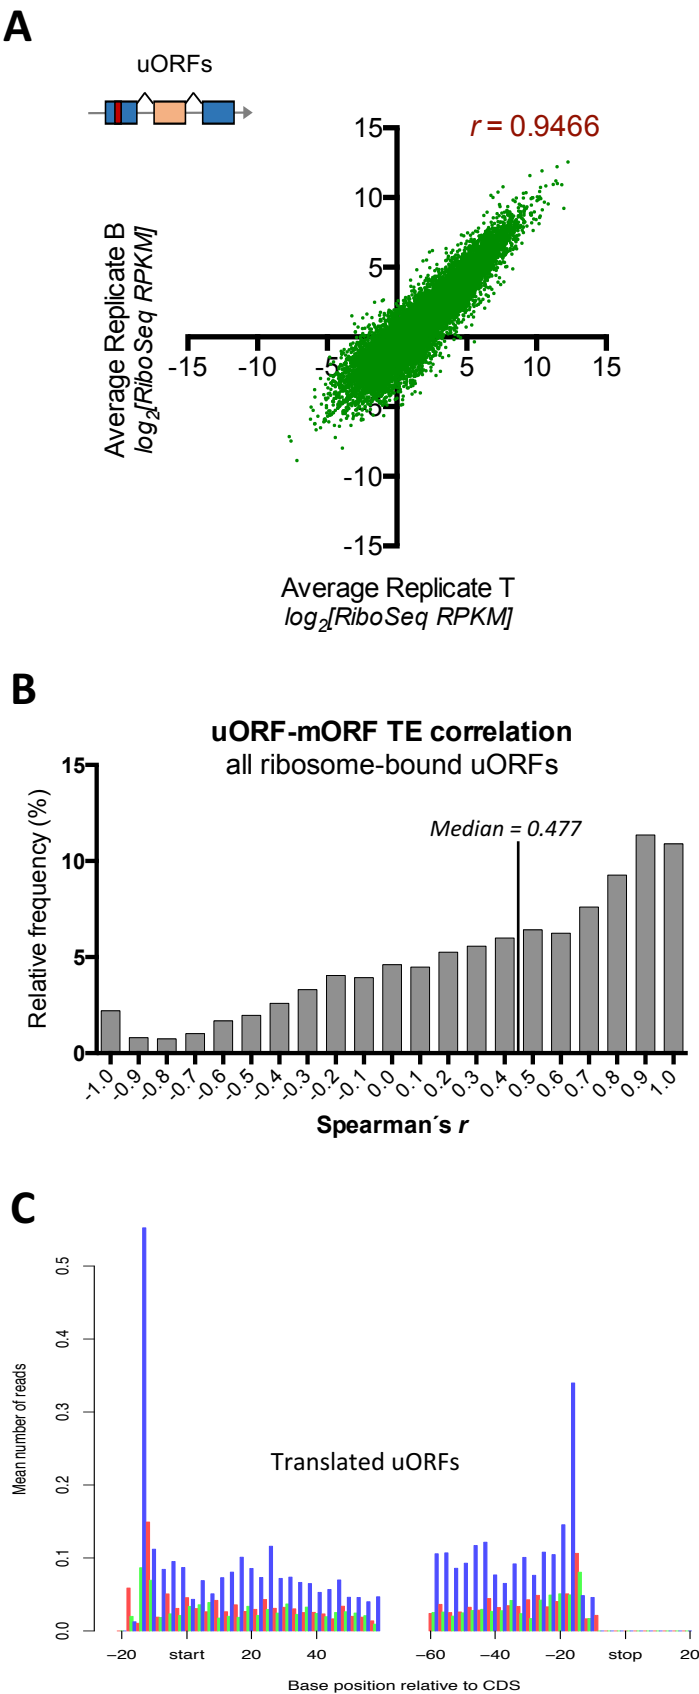

Additional File 1: Table S1

|            |         |       | Reads       |            |                   |
|------------|---------|-------|-------------|------------|-------------------|
| Sequencing | Replica | Stage | Raw reads   | norRNA (%) | Genome-mapped (%) |
| RiboSeq    | T       | Early | 285.529.728 | 14.8       | 73                |
|            | B       | Early | 322.959.034 | 41.6       | 74.5              |
|            | T       | Mid   | 178.496.111 | 41.2       | 75.2              |
|            | B       | Mid   | 170.312.394 | 29.3       | 82.1              |
|            | T       | Late  | 110.156.905 | 72.4       | 77.2              |
|            | B       | Late  | 158.351.452 | 47.2       | 75                |
| RNA-Seq    | T       | Early | 39.817.649  | 51.8       | 74.8              |
|            | B       | Early | 99.986.496  | 87.6       | 84.5              |
|            | T       | Mid   | 54.333.403  | 44.5       | 56                |
|            | B       | Mid   | 170.312.394 | 49.8       | 79.8              |
|            | T       | Late  | 68.857.596  | 53.5       | 53.9              |
|            | B       | Late  | 66.245.016  | 74.7       | 71.9              |

Additional File 1: Table S2

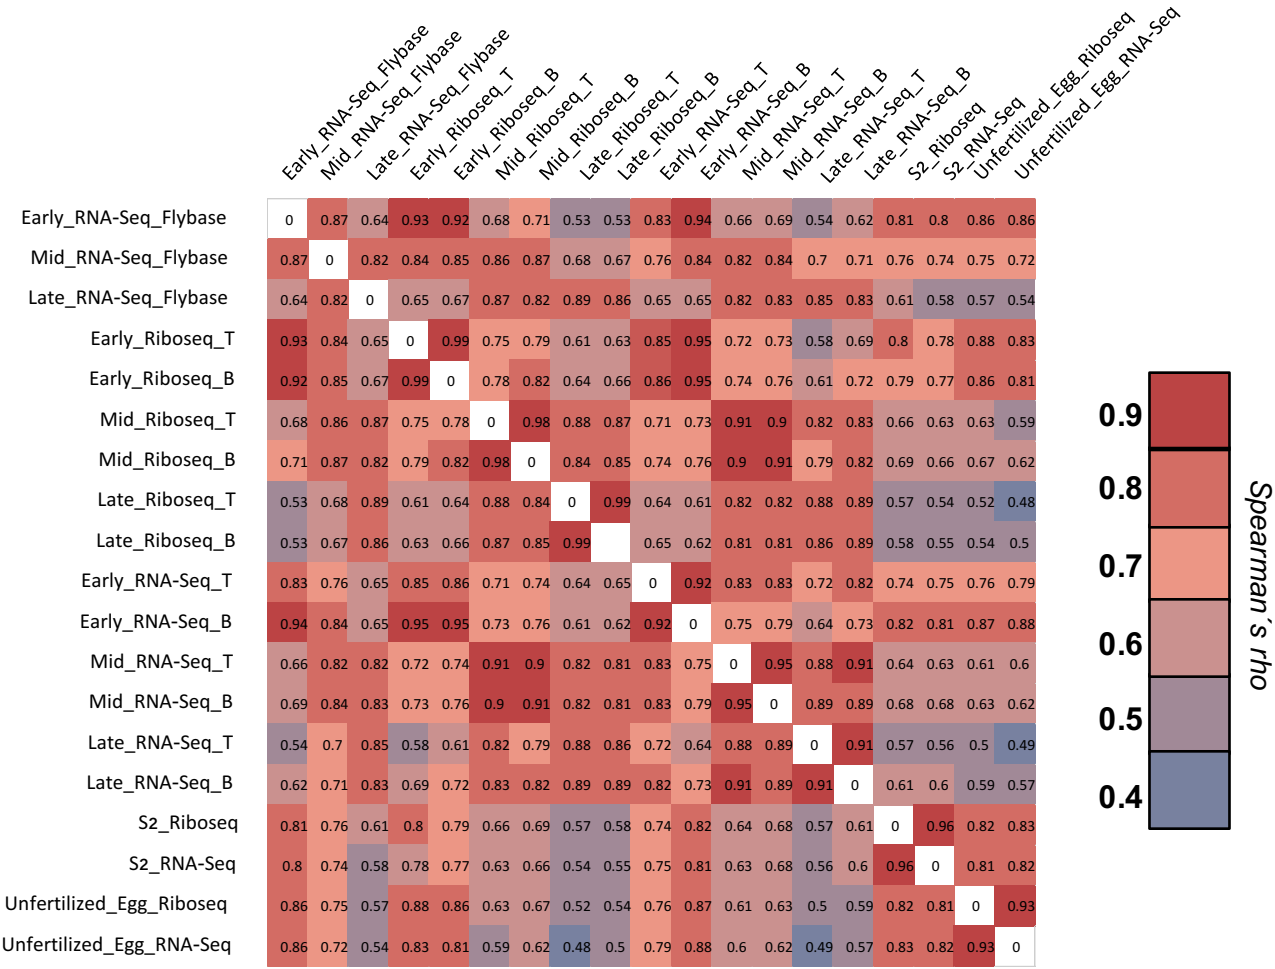

Additional File 1: Table S3

| A                                    |           |         |           |           |           |           | B                                    |           |         |          |          |
|--------------------------------------|-----------|---------|-----------|-----------|-----------|-----------|--------------------------------------|-----------|---------|----------|----------|
| tal                                  |           |         | ORF       |           |           |           | scI                                  |           |         | ORF      |          |
| Measure                              | Stage     | Replica | tal-1A    | tal-2A    | tal-3A    | tal-AA    | Measure                              | Stage     | Replica | scI-A    | scI-B    |
| RNA-Seq RPKM                         | Early     | T       | 19.75     | 87.08     | 154.42    | 45.70     | RNA-Seq RPKM                         | Early     | T       | 0.00     | 1.44     |
|                                      | Early     | B       | 10.28     | 102.47    | 139.96    | 61.70     |                                      | Early     | B       | 1.24     | 0.75     |
|                                      | Mid       | T       | 110.55    | 600.49    | 1560.27   | 130.65    |                                      | Mid       | T       | 5.94     | 17.24    |
|                                      | Mid       | B       | 57.59     | 792.04    | 508.15    | 335.57    |                                      | Mid       | B       | 6.63     | 20.20    |
|                                      | Late      | T       | 4.06      | 36.12     | 29.80     | 12.15     |                                      | Late      | T       | 6.36     | 3.35     |
|                                      | Late      | B       | 1.49      | 24.80     | 40.17     | 9.74      |                                      | Late      | B       | 9.69     | 20.92    |
| Ribo-Seq RPKM                        | Early     | T       | 3.60      | 7.20      | 7.20      | 8.51      | Ribo-Seq RPKM                        | Early     | T       | 0.00     | 1.08     |
|                                      | Early     | B       | 19.53     | 35.30     | 68.72     | 33.46     |                                      | Early     | B       | 0.57     | 0.56     |
|                                      | Mid       | T       | 36.94     | 34.89     | 59.52     | 47.02     |                                      | Mid       | T       | 5.20     | 50.05    |
|                                      | Mid       | B       | 76.78     | 147.40    | 293.56    | 144.52    |                                      | Mid       | B       | 2.24     | 11.92    |
|                                      | Late      | T       | 4.19      | 4.19      | 12.58     | 9.65      |                                      | Late      | T       | 74.74    | 140.88   |
|                                      | Late      | B       | 13.27     | 39.81     | 53.07     | 31.50     |                                      | Late      | B       | 55.62    | 59.71    |
| TE                                   | Early     | T       | 5.48      | 12.09     | 21.43     | 5.37      | TE                                   | Early     | T       | N/A      | 0.75     |
|                                      | Early     | B       | 0.53      | 2.90      | 2.04      | 1.84      |                                      | Early     | B       | 0.46     | 0.74     |
|                                      | Mid       | T       | 2.99      | 17.21     | 26.21     | 2.78      |                                      | Mid       | T       | 0.87     | 2.90     |
|                                      | Mid       | B       | 0.75      | 5.37      | 1.73      | 2.32      |                                      | Mid       | B       | 0.34     | 0.59     |
|                                      | Late      | T       | 0.97      | 8.62      | 2.37      | 1.26      |                                      | Late      | T       | 11.75    | 42.01    |
|                                      | Late      | B       | 0.11      | 0.62      | 0.76      | 0.31      |                                      | Late      | B       | 5.74     | 2.85     |
| translation probability (binomial p) | Early     | Both    | 4.07E-05  | 1.67E-09  | 9.67E-08  | 5.26E-07  | translation probability (binomial p) | Early     | Both    | 3.33E-01 | 1.00E+00 |
|                                      | Mid       | Both    | 8.02E-06  | 1.33E-14  | 4.48E-13  | 7.22E-07  |                                      | Mid       | Both    | 8.28E-03 | 9.07E-02 |
|                                      | Late      | Both    | 7.04E-01  | 1.27E-01  | 3.60E-05  | 7.39E-01  |                                      | Late      | Both    | 1.03E-43 | 5.32E-06 |
| translational regulation (Z-ratio)   | Early-Mid | Both    | 1.22E-01  | 3.26E+00  | 2.93E+00  | 2.05E-01  | translational regulation (Z-ratio)   | Early-Mid | Both    | 1.70E-01 | 2.70E-01 |
|                                      | Mid-Late  | Both    | -5.01E-01 | -3.98E+00 | -4.36E+00 | -1.05E+00 |                                      | Mid-Late  | Both    | 2.03E+00 | 3.30E+00 |
| Conservation (phyloP)                |           |         | 2.5       | 3.1       | 2.8       | 2         | Conservation (phyloP)                |           |         | 2.6      | 2.9      |

Additional File 1: Table S4

| ORF class | Transcribed ORFs |       |       | Total |
|-----------|------------------|-------|-------|-------|
| Canonical | 14469            | 16273 | 16332 | 17280 |
| shortCDS  | 402              | 436   | 471   | 490   |
| uORF      | 8454             | 9858  | 9069  | 11710 |

| Ribo-Bound ORFs |       |       |       |       |
|-----------------|-------|-------|-------|-------|
| Canonical       | 12732 | 15650 | 15544 | 16858 |
| shortCDS        | 295   | 386   | 405   | 443   |
| uORF            | 5691  | 6669  | 5416  | 8346  |

| Translated ORFs |       |       |       |       |
|-----------------|-------|-------|-------|-------|
| Canonical       | 12037 | 13796 | 14129 | 15738 |
| shortCDS        | 248   | 249   | 293   | 343   |
| uORF            | 909   | 533   | 523   | 1258  |

|       |     |      |        |
|-------|-----|------|--------|
| Early | Mid | Late | Embryo |
|-------|-----|------|--------|

## Additional File 1: Sup. Figure Legends

### **Figure S1 – Poly-RiboSeq read length distribution and transcriptome-wide framing.**

**A** Distribution of Poly-Ribo-Seq genome-mapped ribosome-protected fragment (RPFs) lengths; codon-framing of predominant lengths shown in inset. **B** negative control: of codon-framing in genome-mapped RNA-Seq reads fails to show dominance in any of the frames.

**Figure S2 –A** Detectability of mRNA translation across techniques. Number of sCDSs detected by Mass-spectrometry, Poly-Ribo-Seq and FLAG-Tagging (Total N=44). **B-C** Significantly-enriched gene expression patterns in the translationally-upregulated canonical genes the Early-to-Mid and Maternal-to-Early developmental transitions respectively (*p-value* of BGDP expression annotations after Benjamini-Hochberg procedure). **D** S2-cell canonical translation. Comparison of translated canonical ORFs in S2 cells and the late embryo stages from which this cell culture originated [28].

**Figure S3 – uORF A** Comparison of uORF translation from T and B replicas (in  $\log_2$ RPKM) show a very high correlation (Spearman's  $r=0.9466$ ). **B** Histogram of individual Spearman's correlation  $r$  between TE of ribosome-bound uORFs and their corresponding mORF across embryogenesis. The overall positive correlation has a median of  $r=0.477$  (binning=0.1 windows). **C.** Metagene plot for codon framing of 32-nt. ribosome footprints across all translated uORFs detected by the binomial test in this study, showing three-nucleotide periodicity (framing) in the third position of each codon (frame 2, blue) in a pattern indistinguishable from annotated canonical ORFs (see Figure 2B).

## Additional File 1: Sup. Table Legends

**Table S1 – Sequencing statistics for embryonic Poly-RiboSeq and RNA-Seq datasets reported in this study.** Number of raw reads per replica per stage and percentage of remaining reads after ribosomal RNA subtraction (“norRNA”) and genome-mapping (see methods).

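Table S1 can be set against the reads recovered from the deposited RPKM values. Raw reads multiplied by the 2 percentages of the table gave 30.8 M genome-mapped reads for the early T footprint library and 100.09 M for early B, against 30.9 and 100.03 M recovered. For mid B the products were 40.97 M footprints and 67.68 M RNA reads, against 41.0 and 67.7 M recovered, although the table lists the same number of raw reads for both libraries.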

**Table S2 – Heatmap of correlations across RNA-Seq and RiboSeq samples and replicates** Spearman correlation values ( $r$ ) for canonical ORF RPKMs across all RNA-Seq and RiboSeq replicates analysed in this study. All correlations were significant ( $p < 0.0001$ ). T and B denote the two biological replicates used in this study. Early, Mid and Late denote Embryonic windows 0-8h, 8-16h and 16-24h, respectively. “Flybase” RNA-Seq refers to modENCODE data [40]. S2 refers to S2-cell datasets (see methods). Unfertilized Egg corresponds to previously-published data [18].

**Tables S3 - Gene expression, regulation and conservation statistics for distinct small ORFs in polycistronic mRNAs. A** The *tal* polycistronic mRNA shows quantitative differences in translation efficiency, probability and regulation, as well as conservation, across its four translated small ORFs in correlation with its function in trachea and epidermis development during mid-embryogenesis [30]. **B** The *scf* locus contains two cistronic small ORFs that show similar but quantitatively different levels of translation in correlation with its function in late embryogenesis [39]. Numbers shown in red pass each relevant filter in our pipeline.

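The table counts ORFs by class and stage. In early embryos 14469 canonical ORFs were transcribed, 12732 ribosome-bound and 12037 translated. In mid embryos the numbers were 16273, 15650 and 13796, and in late embryos 16332, 15544 and 14129. Of short CDSs, 402, 436 and 471 were transcribed in early, mid and late embryos, 295, 386 and 405 were ribosome-bound, and 248, 249 and 293 were translated. Of uORFs, 8454, 9858 and 9069 were transcribed. The share of ribosome-bound ORFs that were translated was 94.5% in early, 88.2% in mid and 90.9% in late embryos for canonical ORFs, 84.1%, 64.5% and 72.3% for short CDSs, and 16.0%, 7.99% and 9.66% for uORFs.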

**Table S4 – Number of Transcribed, Ribosome-Bound and Translated ORFs by Class and embryonic stage.** Different ORF classes show distinct amounts of transcription, ribosome binding and translation across stages.

How the deposited data were processed for this re-analysis (not part of the article)

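Ribosome footprints and RNA of *Drosophila* embryos were measured at 3 stages, in replicates T and B, giving 12 libraries, and footprints of S2 cells as 1 pool. Each library was assigned to its stage, assay and replicate from the sample labels. The pairing of footprints and RNA by T and B comes from these labels, the legend of Fig. 1a and Table S1. Another 81 columns of per-sample values in the tables, 27 in each, belong to other samples and were not used. Some samples are not reported here.

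The authors deposited RPKM values, made from reads of 26 to 36 nt for footprints, divided by ORF length and by the genome-aligned reads of the library, with no further normalization. The authors deposited counts of the 32-nt footprints on each ORF at each stage, with T and B pooled and without normalization, and the number of these footprints in the frame of the ORF. The p-value of framing that the authors deposited is the unadjusted upper tail of a binomial test at 1/3. The Z-ratio that the authors deposited is a score of the change of TE between adjacent stages. Other columns the authors deposited hold their calls, ORF lengths and annotation. The early T footprint library went through fewer rounds of rRNA removal than the others, so in early embryos the replicates differ in preparation as well as in depth.

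An ORF was called transcribed at an RNA RPKM above 1 in either replicate of a stage. It was called ribosome-bound when it was also above 1 in footprint RPKM in both replicates, and translated when its framing p was also under 0.01. The authors' deposited calls of ribosome-bound ORFs do not require transcription, and 547 canonical ORFs differ in late embryos for this reason. Bound-only ORFs are those bound at some stage and translated at none. Where a single stage is meant, as for framed shares and numbers of 32-nt footprints, they are those bound but not translated at that stage. Shares carry 95% Wilson intervals. The Z-ratio was computed from TE with a cut-off of |1.5|. The library sizes were recovered from the steps between RPKM values, and ranged from 30.9 to 100.03 M (megareads) for footprints and from 13.5 to 74.0 M for RNA. One read on 1 kb thus corresponds to an RPKM of 0.0100 to 0.0323 for footprints and of 0.0135 to 0.0739 for RNA.

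TE changes were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with the trend option, and Benjamini-Hochberg adjustment within each class and transition. ORFs with a mean RNA RPKM above 1 were tested. Groups of 2 replicates are too small for a count over other splits of the libraries. The fit with the replicate letter as a block, a pseudocount of 0.1, centred libraries, no filter and 1 ORF per gene were run as alternatives. edgeR 4.0.16 was run on the recovered reads, and a block within each assay was fitted, both chosen after the data were seen. Other settings tried for the calls were RPKM thresholds of 2 for RNA and 5 for footprints, a framing p under 0.001, at least 20 32-nt footprints and a Z-ratio cut-off of 2. Comparisons of uORFs used permutation tests with 100000 resamples, 1000 reassignments of uORFs to mORFs, or Fisher's exact test. All were two-sided, the reassignments around the median of the random pairs. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used.

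The tests were tested on simulated data of 8570 ORFs, 200 of them changed. For the TE tests, simulated T and B shared the same means and a fixed dispersion that was not fitted to the embryo libraries. The shares of false calls therefore hold for the simulation only. With steady RNA values, the limma fit recovered 175 changed ORFs, and 11 of its calls, 5.91%, were false. With the RNA values of the embryo libraries, 55.0% of its calls were false, 8.29% with a pseudocount of 0.1 and 4.79% with edgeR. At an unadjusted p under 0.05, 11.1% of unchanged ORFs passed in the limma fit with the embryo RNA values. The permutation tests gave a p under 0.05 in 4 to 6% of 200 simulated sets without a difference and in 98.5 to 100% of those with one.

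Most named genes were set by a rule. The exceptions are those listed for events with the uORF down and the mORF up, which were chosen after their values were seen. The rule took every gene the paper names whose ORFs are in the tables. For each transition it also took the 2 genes with the largest rise and the 2 with the largest fall in TE. Only canonical ORFs with an adjusted p under 0.05 in limma's test and the same direction in T and B counted, with 1 ORF per gene. This rule, the definitions, the main settings and the alternatives not marked as later choices were fixed before the data were examined. Conservation, Kozak context, leader length, proteomics and gene ontology were not analysed here.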

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

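Of the tests in this part, those on short CDSs and on too few framed footprints in S2 cells were chosen only after the result was seen.

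For 26 of 15089 canonical ORFs, of 18 genes, the TE change from early to mid differed from that from mid to late at an adjusted p under 0.05 in limma's test of the difference itself. In all 26, TE was highest in mid embryos, and the direction was the same in T and B. With the replicate letter as a block, 28 ORFs passed. Both changes use the mid libraries, so noise in these libraries alone moves them in opposite directions. Over all canonical ORFs tested, the difference had the same sign in T and B for 47.3%, no more than random signs give, which says little about the 26 themselves. After centring each library the number was 2, a ratio of 0.0769 to the number without centring, so a shift of whole libraries remains a candidate explanation for how many ORFs pass the adjusted threshold. Centring moves all ORFs by the same amount, 0.38 on the log2 scale, and the smallest difference among the 26 was 4.20 in size, so their direction could not change. These sizes, looked at after the result was seen, are those of ORFs selected for large differences and are no test of the shift. Noise in the mid libraries was not excluded for single ORFs.

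In pooled S2 footprints, 59 uORFs passed the framing test that were translated at no stage of the embryo, a set the paper does not report on. Random frames would give 3.30 such uORFs. In the S2 pool 25 bound uORFs also had too few framed footprints, against 2.01 expected, so random frames do not describe all uORFs there and read positions that depend on sequence are not excluded. More footprints counted for framing in S2 cells than at any stage of the embryo were found for 42.4% of them, so a greater depth does not account for most. Their median was 9 such footprints in S2 cells, with 82.1% framed, and 19 at the embryonic stage with most, with 32.1% framed over the embryo. In the same way, 5 short CDSs passed in S2 cells and at no stage of the embryo, against 0.0886 at random frames, and 40% of them had more such footprints in S2 cells. The S2 pool has no replicates, and a strain or cell-line variant and reads shared between genes were not tested. Translation specific to the cell line may account for these ORFs, as a hypothesis found and tested on the same data.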

How the results depend on the processing

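The alternatives for the change of mean TE, the linking of uORFs by gene, edgeR, the block within each assay and the restriction to uORFs with listed 32-nt footprints were chosen after the data were seen. Over 43 reported comparisons, 229 alternative values were computed. Of these, 173 stayed within the limits set for no change, 49 moved, 3 kept their direction but no longer passed the threshold, and 4 reversed. Values with 1 replicate left out carry no test and were compared by size and direction only. For 16 comparisons every alternative stayed within the limits. Among 12 single genes and ORFs, 19 of 74 values no longer passed the threshold and 0 reversed. Except where a value shows it, the cause was not tested.

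The share of canonical ORFs translated at all stages was 65.7% at a framing p under 0.001, 80.6% among ORFs transcribed at all 3 stages, 80.3% with at least 20 32-nt footprints at every stage, and 63.6 to 68.5% with 1 replicate left out. With at least 20 32-nt footprints it was 79.7% for short CDSs and 48.4% for uORFs, and 21.3% for uORFs transcribed at all 3 stages. A footprint threshold of 5 left 5092 ribosome-bound uORFs. With a mean RPKM above 1, the rho between replicates, averaged over stages, was 0.970 for footprints and 0.826 for RNA of canonical ORFs. Above 0 in both replicates it was 0.898 for RNA. For uORFs with a mean RPKM above 1, the rho of footprint RPKM averaged over the stages was 0.855. Of bound uORFs with listed 32-nt footprints, 19.3% were translated.

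The early-to-late change of mean TE reversed without replicate T, to -0.0147 for short CDSs, 1.39 for translated uORFs and 1.21 for bound-only uORFs. With either replicate left out these changes ranged from -0.0147 to 1.97, from -8.10 to 1.39 and from -5.53 to 1.21. For canonical ORFs, which rose under every alternative, the change was 0.936 in median TE and 0.638 with at least 10 RNA reads in every RNA library.

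Z-scores of log2(TE) gave 1484 canonical ORFs from early to mid and 1411 from mid to late, in place of 694 and 711, 39 short CDSs and 89 translated uORFs from early to mid, in place of 20 and 138, and 581 bound-only uORFs from mid to late, in place of 371. A cut-off of 2 gave 394 and 375 canonical ORFs, 9 short CDSs and 85 translated uORFs from early to mid, and 209 and 234 bound-only uORFs in the transitions, in place of 362 and 371. With 1 replicate left out, 63 to 114 translated uORFs passed from early to mid, and 152 to 316 and 232 to 312 bound-only uORFs in the transitions.

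In the TE test of canonical ORFs from early to mid, in place of 137, there were 66 with a pseudocount of 0.1, 27 after centring, 59 with 1 ORF per gene and 17 with edgeR. From mid to late, in place of 46, there were 74 with the replicate block, 28 with 1 ORF per gene and 30 with edgeR. With 1 replicate left out no test is possible, and the number of ORFs whose TE changed at least 2-fold in the remaining replicate is given. It was 3363 to 7606 and 4268 to 4320 for canonical ORFs, 82 to 190 and 126 to 209 for short CDSs, and 2491 to 4407 and 3606 to 4027 for uORFs, for the earlier and the later transition.

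Matched on their number of 32-nt footprints, translated and bound-only uORFs differed in log2(RPKM + 1) by -0.0959, a reversed direction that is not significant, and in log2 TE by 0.0202, no longer significant. These footprints are part of the numerator of both measures, so this matching cannot show that the classes are alike. At the stages at which translated uORFs were bound only, the log2 TE difference was 0.0348, also not significant. Over the 3 stage means, the median rho of uORF and mORF TE was 0.5, not significant against random pairs, whose medians ran from -0.5 to 0.5. With either replicate left out, which also leaves 3 values per pair, it was 0.5 too, a median that random pairs reached, so neither these values nor the stage means can tell the pairs from random ones.

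Depth limits the calls of uORFs most, with few 32-nt footprints per uORF. The alternatives planned for conservation, Kozak context and leader length were not run.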

Differences from the paper's values

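Of 144 values compared with the paper's, 21 differ by the limits set for this comparison. The paper's correlation of footprint RPKM between replicates over uORFs is 0.9466, against 0.940 here. With uORFs above 0 in both replicates it was 0.913, with a mean RPKM above 1 it was 0.855 and with 1 ORF per gene 0.950, and none of these alternatives set before the data were examined closed the gap. The paper's correlation of uORF and mORF TE is 0.477, against 0.486 here. It was 0.5 over the stage means and with either replicate left out, 0.657 with footprint RPKM divided by the RNA RPKM of the mORF, and 0.486 with a mean RNA RPKM above 1, and none of these closed the gap.

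For amino acid usage, the paper's correlation of translated uORFs with canonical ORFs is about 0.64 in Fig. 5f, read by eye, against 0.798 here. Without the start methionine it was 0.815. Without uORFs listed as annotated ORFs it was 0.602, nearer to the paper's value and on its other side. By the limits set for this comparison, which allow no error for a value read by eye, neither closed the gap. Between translated and bound-only uORFs the paper's value is about 0.97 in Fig. 5f, read by eye, against 0.934 here. Between translated uORFs and short CDSs it is about 0.75 in Fig. 5f, read by eye, against 0.874 here, and between bound-only uORFs and short CDSs about 0.74 in Fig. 5f, read by eye, against 0.729 here. Between bound-only uORFs and canonical ORFs it is about 0.58 in Fig. 5f, read by eye, against 0.588 here, and between short CDSs and canonical ORFs about 0.89 in Fig. 5f, read by eye, against 0.902 here. For these 5 correlations no alternative was set before the data were examined.

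In Table S3A, the paper's mean RNA-Seq RPKM in early embryos is 94.775 for *tal-2A*, against 21.3 here, 147.19 for *tal-3A*, against 38.0 here, and 53.7 for *tal-AA*, against 21.0 here. In mid embryos the paper's mean RNA-Seq RPKM is 696.265 for *tal-2A*, against 91.1 here, 1034.21 for *tal-3A*, against 177 here, and 233.11 for *tal-AA*, against 95.8 here. The paper's mean Ribo-Seq RPKM in early embryos is 21.25 for *tal-2A*, against 94.8 here, 37.96 for *tal-3A*, against 147 here, and 20.985 for *tal-AA*, against 53.7 here. In mid embryos it is 91.145 for *tal-2A*, against 696 here, and 176.54 for *tal-3A*, against 1034 here. In late embryos the paper's mean Ribo-Seq RPKM is 8.73 for *tal-1A*, against 2.78 here, and 20.575 for *tal-AA*, against 10.9 here. No alternative was set for these values before the data were examined. All 24 single values under RNA-Seq in the *tal* part of the table equal the deposited footprint RPKM, and all 24 under Ribo-Seq equal the deposited RNA RPKM, while all 24 TE values equal footprint over RNA RPKM as computed here.

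The paper reports a framing p of *hemotin* in S2 cells that passes its threshold of 0.01. Here the one-sided binomial p was 0.0144, above that threshold.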

Other observations

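The tests of a shift shared by all ORFs, of framing hidden by few reads, of uORFs without listed 32-nt footprints and of uORFs with too few framed reads were chosen only after the result was seen.

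Mean TE of translated uORFs changed in opposite directions from early to late in T and in B. Among the 247 translated uORFs with at least 10 RNA reads in all 6 RNA libraries, the change was -2.82 in T, smaller than over all translated uORFs, and -0.110 in B, so in this subset both replicates fell. For the 651 bound-only uORFs with as many RNA reads it was -3.68 in T and -0.00433 in B. Few RNA reads therefore remain a candidate explanation for part of the fall in T and for the rise in B. Median TE in T changed by -3.24, so the fall does not rest on a few uORFs of very high TE. Mean TE of translated uORFs over that of canonical ORFs fell 3.68-fold in T, from 3.34 to 0.909, which a shift shared by all ORFs would leave unchanged. The early T footprint library also differs from the others in its rRNA removal, whose effect was not tested, and no biological explanation was tested.

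Z-ratio calls of canonical ORFs could arise from noise of TE at low RNA RPKM. The median RNA RPKM of the ORFs called, over that of the ORFs not called, was 0.536 from early to mid and 0.966 from mid to late, against a limit of 0.5 set for this test. From early to mid the ratio was close to that limit, in the direction that noise gives, and only 19.8% of the calls from T alone were shared with B, so noise at low RNA RPKM is not excluded. From mid to late 17.5% were shared, with RNA RPKM nearly the same, which goes against low mean RNA RPKM there. Low RNA RPKM in single libraries was not tested.

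Most ribosome-bound uORFs lack significant framing. When canonical ORFs translated at a stage were thinned to the 32-nt footprints of bound uORFs, they passed the framing test 2.10 times as often as bound uORFs. After thinning, 70.0% of them failed. These canonical ORFs had passed the test at full depth, as had 39962 of 42962 bound canonical cases with 32-nt footprints, while the bound uORFs were not so selected. Few reads thus account for part of the failures but not for the difference from translated canonical ORFs. Over uORFs bound but not translated at a stage, 27.9% of 32-nt footprints were framed, but these uORFs were selected for their lack of framing, so the share cannot tell. Thinned canonical ORFs that failed the test, although they had passed it at full depth, had 49.0% framed. Among bound uORFs with listed 32-nt footprints 19.3% were translated. A lower share of framed translation in most bound uORFs than in translated canonical ORFs may underlie this, as a hypothesis tested on the same data. Shared reads between overlapping uORFs and read positions that depend on sequence were not excluded.

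More bound uORFs had too few framed 32-nt footprints than random frames give, with 652 cases at single stages against 37.6 expected at a lower-tail p under 0.01. Among uORFs without overlap with any listed ORF the ratio of seen to expected was 15.9. At the other stages, 16.3% of the 32-nt footprints of these uORFs were framed, against 37.1% for other uORFs bound but not translated. A uORF selected at several stages enters this share more than once. With uORFs selected at 1 stage and read at another, so that the reads compared took no part in the selection, the shares were 15.3 to 18.5%, against 32.9 to 38.7% for the others. By these tests, neither overlap with listed ORFs nor repeated reads of single molecules drawn anew in each library account for most of the excess. Read positions that depend on sequence, and translation of unlisted ORFs in another frame, may account for it and were not tested.

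The spread of TE was lower among mORFs with bound uORFs. With mORFs matched on mean RNA RPKM the difference in the coefficient of variation was 0.644, against 0.697 over all mORFs, so low mean RNA RPKM does not account for most of it. Matching on the mean leaves low RNA RPKM in single libraries, which was not tested. Without the 10 mORFs of highest TE in each group, a comparison chosen after the data were seen, the difference was 0.320, so a few mORFs may carry much of it. A buffering role of uORFs is the paper's proposal, and no biological explanation was tested here.

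Of the uORFs, 192 are also listed as annotated ORFs, 93 of them translated. *Dscam1* had 75 ORFs, 62 of them translated at some stage, and all 75 had a significant rise in Z-ratio from early to mid. These ORFs share most of their sequence and reads.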
